# Development of Incompletely Fused Carpels in Maize Ovary Revealed by miRNA, Target Gene and Phytohormone Analysis

**DOI:** 10.3389/fpls.2017.00463

**Published:** 2017-04-03

**Authors:** Hongping Li, Ting Peng, Qun Wang, Yufeng Wu, Jianfeng Chang, Moubiao Zhang, Guiliang Tang, Chaohai Li

**Keywords:** maize, incomplete carpel fusion, ovary development, miRNA, degradome, phytohormone

## Abstract

Although the molecular basis of carpel fusion in maize ovary development remains largely unknown, increasing evidence suggests a critical role of microRNAs (miRNAs). In this study, a combination of miRNA sequencing, degradome and physiological analyses was used to characterize carpel fusion development in maize ovaries showing incompletely (IFC) and completely fused carpels (CFC). A total of 162 known miRNAs distributed across 33 families were identified, of which 20 were differentially expressed. In addition, 53 miRNA candidates were identified, of which 10 were differentially expressed in the IFC and CFC ovaries. In degradome analysis, a total of 113 and 11 target genes were predicted for the known and novel miRNAs, respectively. Moreover, 24 (60%) target genes of the differentially expressed known miRNAs were found to code transcription factors, including auxin response factor (ARF), TB1-CYC-PCFs (TCP), APETALA2 (AP2), growth regulating factor (GRF), MYB, NAC, and NF-YA, all of which have been shown to play a role in carpel fusion development. Correlation analysis of these differentially expressed known miRNAs and their targets with phytohormone signals revealed significant correlations with at least one phytohormone signal, the main regulator of carpel fusion development. These results suggest that incomplete carpel fusion is partly the result of differential expression of certain miRNAs and their targets. Overall, these findings improve our knowledge of the effect of miRNA regulation on target expression, providing a useful resource for further analysis of the interactions between miRNAs, target genes and phytohormones during carpel fusion development in maize.

## Introduction

Maize (*Zea mays L*.) is one of the most productive cereals in the world, and is widely used as a model organism for genetic research in cultivated crop plants (Wallace et al., 2014). Maize is monocotyledon, with two different types of inflorescence in a single plant: the tassel (male inflorescence) and the ear (female inflorescence) (McSteen et al., 2000). Development of the pistil in female inflorescences is crucial to maize kernel development and grain yield formation. The inner whorl of the floret, the maize pistil is derived from fusion of three carpels, and is composed of a silk and an ovary (McSteen et al., 2000). Incomplete carpel fusion results in a hole in the pericarp of the kernel. Without the protection of the intact pericarp, the kernel is highly susceptible to pathogen infection, threatening food safety (Duncan and Howard, 2010). In addition, these kernels rot more easily after sowing, and thus, complete carpel fusion is essential for food security as well as seed vigor quality. However, despite this, few studies have examined carpel fusion development in maize. Although several genes associated with carpel organ identity have been identified in maize using reverse genetics and molecular studies (Mena et al., 1996), knowledge of carpel fusion remains limited and regulation of the genes involved is unknown.

Incomplete carpel fusion is thought to be regulated by transcription factors (TFs) and hormonal balance (Reyes-Olalde et al., 2013; Marsch-Martínez and de Folter, 2016). Mutations in TFs such as APETALA2 (AP2), CUP-SHAPED COTYLEDON2 (CUC2) and SPATULA (SPT) can lead to partially or almost completely unfused carpels in the gynoecium of *Arabidopsis* (Ripoll et al., 2011; Nahar et al., 2012). The *Arabidopsis* mutant *HECATE* has a low auxin (IAA) content and presents a carpel fusion-deficient phenotype in the gynoecium (Schuster et al., 2015). In line with this, a high concentration of IAA was found to be important for apical fusion of the two carpels in the stigma of the *Arabidopsis* gynoecium (Larsson et al., 2013; Sehra and Franks, 2015). Moreover, plant hormones are known to affect transcriptional regulation through hormone sensing, synthesis and transport (Marsch-Martínez and de Folter, 2016). To understand carpel fusion in maize, the mechanisms regulating carpel fusion and limiting intact ovary wall formation need to be determined, based not only on genetic research and conventional physiological studies, but also at the level of post-transcriptional regulation.

MicroRNAs (miRNAs) are small non-coding RNA molecules that negatively regulate gene expression mainly through mRNA cleavage or translational inhibition, or DNA methylation of miRNA genes (Voinnet, 2009). MiRNAs, which are generated from single-strand RNA precursors able to form hairpin structures, have been widely studied as essential regulators of diverse aspects of plant development (Larue et al., 2009), including flower development. For example, maize *ts4*, which encodes miR172 and targets the *AP2* homolog *indeterminate spikelet 1*, has two tandem AP2 domains and plays an important role in regulating maize inflorescence development (Chuck et al., 2007). In *ts4* mutants, the floret of the male inflorescence fails to form stamens and develops unfused carpels (Chuck et al., 2007), suggesting a role of miR172 in regulation of carpel fusion development in maize female inflorescences. Furthermore, in *Arabidopsis*, miR164 has been shown to target a subset of NAC TFs that includes CUC1 and CUC2, which contribute to organ boundary formation including carpel marginal tissue development (Nahar et al., 2012). Moreover, miR160, which is believed to target mRNA coding ARF DNA-binding protein, is thought to be involved in female and male flower development in poplar through regulation of auxin signaling (Song et al., 2013). Thus, miRNAs have great potential as a tool for elucidating floral organ development in maize and other plant species.

In this study, we used high-throughput sequencing to detect miRNA activity at the moment of incomplete carpel fusion could being morphological distinguished, and identified their targets through degradome analysis, which was previously used to identify miRNA-mRNA target pairs in tomato, maize and grapevine (Pantaleo et al., 2010; Karlova et al., 2013; Liu et al., 2014). Subsequently, the results were validated by quantitative RT-PCR (qRT-PCR) analysis of ovary formation and growth development in IFC and CFC ovaries. In addition, contents of six phytohormones during ovary development, prior to pollination, were determined as well. Data showing the interactions between differentially expressed miRNAs, target genes and phytohormone signals will contribute to our understanding of the molecular foundation of carpel fusion during maize ovary development.

## Results

### Phenotypic differences between IFC and CFC ovaries and kernels

Compared with CFC ovaries, IFC ovaries showed an incomplete carpel wall with a hole in the top, near the silk. Moreover, with growth and expansion, the inner tissue (nucellus) extruded from the carpel wall in the IFC ovaries (Figures 1A–D). After pollination, IFC kernels lacking complete pericarp wrapping became easily deformed on contact with other kernels, resulting in an irregular shape compared to CFC kernels at maturity (Figures 1E,F).

**Figure 1:**
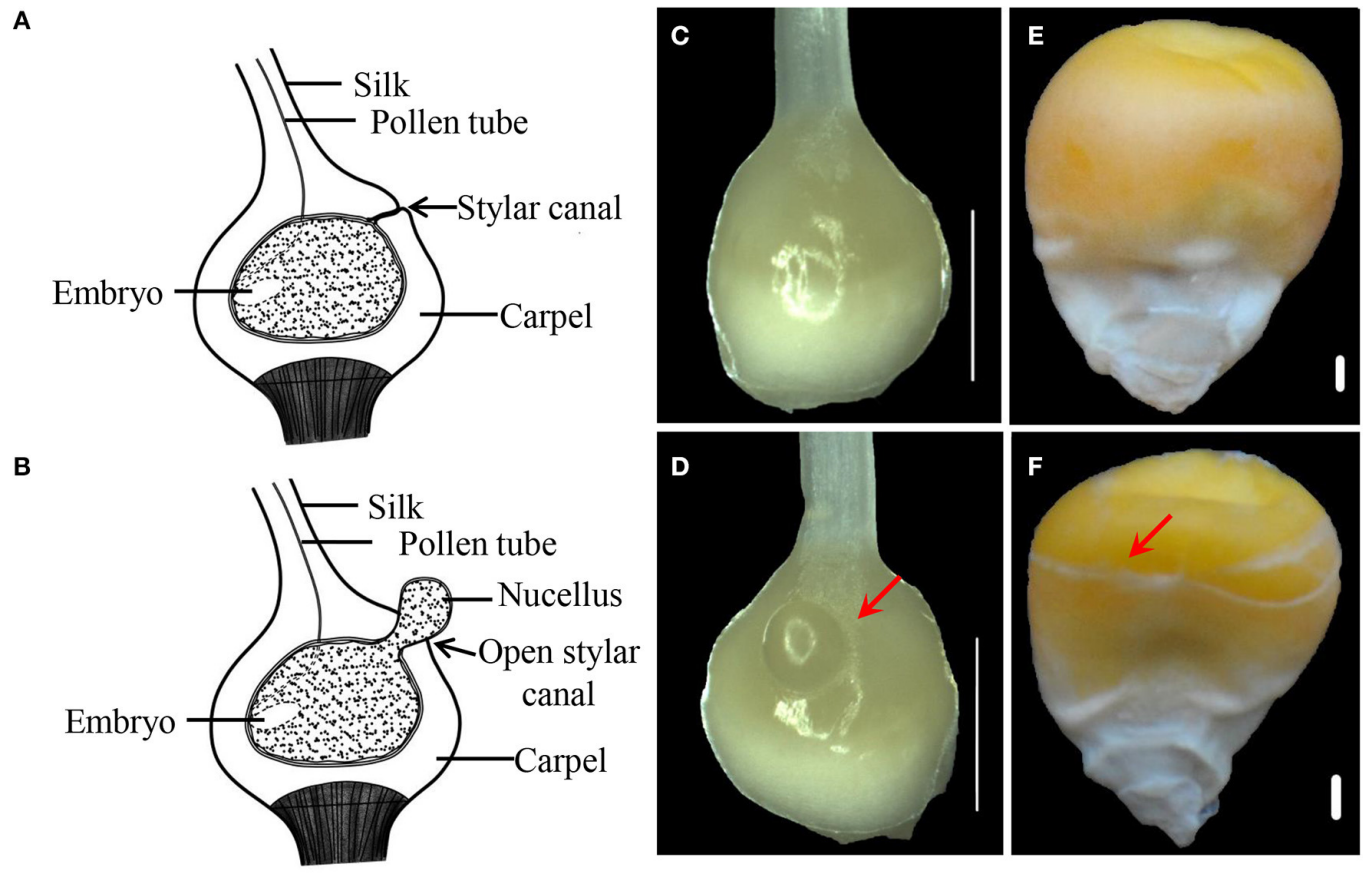
**Phenotypes of IFC and CFC ovaries and kernels at different stages of maize kernel development. (A,B)**, longitudinal section through a normal pistil and an IFC pistil, respectively. **(C,D)**, CFC and IFC ovaries at the silking stage, respectively. The extruding nucellus is indicated by an arrow in the IFC ovary. **(E,F)**, mature kernels of CFC and IFC ovaries with whole and incomplete pericarps, respectively. Bars = 1 mm. IFC, incompletely fused carpels; CFC, completely fused carpels.

### Global analysis of small RNAs in IFC and CFC ovaries

To determine the involvement of regulatory miRNAs in carpel fusion during maize ovary formation, we profiled miRNA variation in IFC and CFC ovaries. An average of 11,762,937 and 11,545,117 raw reads were obtained from IFC and CFC ovaries, respectively, which after filtering, represented an average of 6,049,566 valid reads representing 2,658,536 unique sequences and 7,085,972 valid reads representing 3,565,628 unique sequences, respectively (Table 1). These unique sequences were subsequently used to identify known and novel miRNAs by alignment against miRBase (Version 21.0). 

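Small RNA was sequenced from ovaries of a maize inbred line that bears both completely fused carpel (CFC) and incompletely fused carpel (IFC) ovaries on the same ear. In an IFC ovary the carpel walls fail to close over the nucellus, the tissue that holds the embryo sac. There were 2 biological replicates of each phenotype, 4 libraries in all, collected at 0 days after silking. The sample labels call the CFC ovaries wild-type. The authors removed adapters, junk reads, structural RNAs, repeats and reads assigned to exons, and mapped the remaining sequences to miRBase precursors. They then divided the reads of each miRNA by the total of its library to give normalized expression (NE, in RPM), and these NE values of 161 known miRNAs are the values used here. The commonest of the lowest NE values in a library, taken as the NE of 1 read, was 0.717 in CFC replicate 1, 0.879 in CFC replicate 2, 1.15 in IFC replicate 1 and 0.837 in IFC replicate 2. On that reading NE was divided by 1394657, 1138014, 873087 and 1194843 reads, respectively. The paper's averages of valid reads are 6049566 for an IFC library and 7085972 for a CFC library. The known miRNAs sum to an NE of 28156 and 28278 in the CFC libraries and of 19255 and 26590 in the IFC libraries. IFC replicate 1, with the smallest total, lists 42 known miRNAs at 0, where the other libraries list 24 to 26. A value of 0 in that library allows an NE of up to 3.44, the NE of 3 reads, and intervals of this kind cover counting error alone.
From the NE values, log2(NE + 1) was computed for the 145 known miRNAs with an NE above 1 in at least 1 library. The phenotypes were compared with limma, which fits a linear model to each miRNA and shares the estimate of the spread between miRNAs, two-sided and with Benjamini-Hochberg adjustment. With 2 libraries against 2, an exact permutation test of a single miRNA cannot give a two-sided p below 0.333. Reads were not taken back to counts, since only 66.3% to 73.8% of the NE values under 50 in a library were whole multiples of the value of 1 read within 0.012 reads.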

The length of the sRNAs ranged from 18 to 25 nt, and in both the IFC and CFC libraries, the 24 nt category was most abundant (average of 51.07%; Figure 2A). This is consistent with the typical lengths of plant sRNAs reported in other studies (Liu et al., 2014; Hackenberg et al., 2015). 

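The known miRNAs listed for the ovaries were 18 to 25 nt long. Of the 161 sequences, 93 had 21 nt (57.8%, Wilson 95% interval 50.0% to 65.1%), the length that DICER-LIKE1 releases from most plant miRNA precursors. There were 33 sequences of 22 nt (20.5%, interval 15.0% to 27.4%), 11 of 20 nt and 11 of 24 nt. By expression, 21-nt miRNAs held a larger share. They made up 86.9% and 91.1% of the known miRNA NE in the CFC libraries and 89.4% and 90.8% in the IFC libraries, so that the range of the IFC pair lay inside that of the CFC pair. The 22-nt miRNAs held between 3.92% and 5.41% of the NE in a library, and the 24-nt miRNAs between 0.258% and 0.628%.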

Of the known miRNAs, 21-nt miRNAs were most abundant (59.7%) (Figure 2B), representing the dominant size of mature miRNAs in plants.

**Table 1:** **Distribution of small RNAs in different categories**.

**Category**	**IFC**		**CFC**	
	**Total sRNAs**	**Unique sRNAs**	**Total sRNAs**	**Unique sRNAs**
Raw reads	11,762,937 (100%)	3,991,559 (100%)	11,545,117 (100%)	4,727,969 (100%)
Valid reads	6,049,566 (51.43%)	2,658,536 (66.60%)	7,085,972 (61.38%)	3,565,628 (75.42%)
3ADT&length filter	4,180,440 (35.54%)	979,900 (24.55%)	2,768,896 (23.98%)	748,476 (15.83%)
Junk reads	52,382 (0.45%)	40,189 (1.01%)	59,737 (0.52%)	44,287 (0.94%)
Rfam	958,537 (8.15%)	42,949 (1.08%)	1,008,711 (8.74%)	44,726 (0.95%)
mRNA	527,963 (4.49%)	271,750 (6.81%)	627,869 (5.44%)	326,516 (6.91%)
Repeats	20,960 (0.18%)	1,969 (0.05%)	19,358 (0.17%)	2,178 (0.05%)
rRNA	660,782 (5.62%)	24,733 (0.62%)	614,595 (5.32%)	25,627 (0.54%)
tRNA	229,531 (1.95%)	8,623 (0.22%)	330,777 (2.87%)	9,214 (0.19%)
snoRNA	15,218 (0.13%)	2,860 (0.07%)	12,862 (0.11%)	2,791 (0.06%)
snRNA	6,938 (0.06%)	2,893 (0.07%)	7,410 (0.06%)	2,977 (0.06%)
Other Rfam RNA	46,070 (0.39%)	3,841 (0.10%)	43,068 (0.37%)	4,117 (0.09%)

*IFC, incompletely fused carpels; CFC, completely fused carpels; 3ADT, 3′ adaptor*.

**Figure 2:**
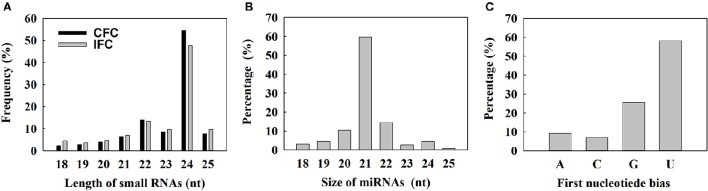
**Size distribution of small RNAs and characterization of known miRNAs detected by deep sequencing. (A)** Length distribution of the sequenced small RNAs; **(B)** Distribution of obtained unique known miRNAs; **(C)** Percentage of first nucleotide bias in the identified unique known miRNAs.

The 5′ terminal nucleotides of sRNA sequences influence classification of their AGO complexes and is an important feature affecting function. Most miRNAs are incorporated into the AGO1 effector complex, resulting in sequence specificity that either cleaves or translationally represses their targets (Rogers and Chen, 2013). AGO1 harbors miRNAs that favor the 5′ terminal uridine (Mi et al., 2008); therefore, we examined the 5′ nucleotide distribution of known miRNAs obtained from IFC and CFC ovaries. 

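Among the known miRNAs of the ovaries, uridine stood at the 5′ end of 80 of 161 sequences (49.7%, Wilson 95% interval 42.1% to 57.3%) and guanine at that of 46 (28.6%, interval 22.2% to 36.0%). Adenine was found in 18 sequences (11.2%) and cytosine in 17 (10.6%). The arm of the hairpin made a large difference. Of 81 sequences outside the passenger-arm list, which is set by family and arm, 66 began with uridine (81.5%) and 1 with guanine. Of 80 passenger-arm sequences, from the arm opposite the functional miRNA, 14 began with uridine (17.5%) and 45 with guanine (56.2%). Sequences beginning with uridine, the base that AGO1 favors, carried most of the expression. Their share of the known NE was 91.0% and 82.1% in the CFC libraries and 84.3% and 79.8% in the IFC libraries. Guanine accounted for 4.06% and 9.26% in CFC and 8.90% and 8.43% in IFC. These ranges overlap between the phenotypes. Within the 21-nt class, 44 of 93 sequences began with uridine (47.3%).

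**Figure D1:**
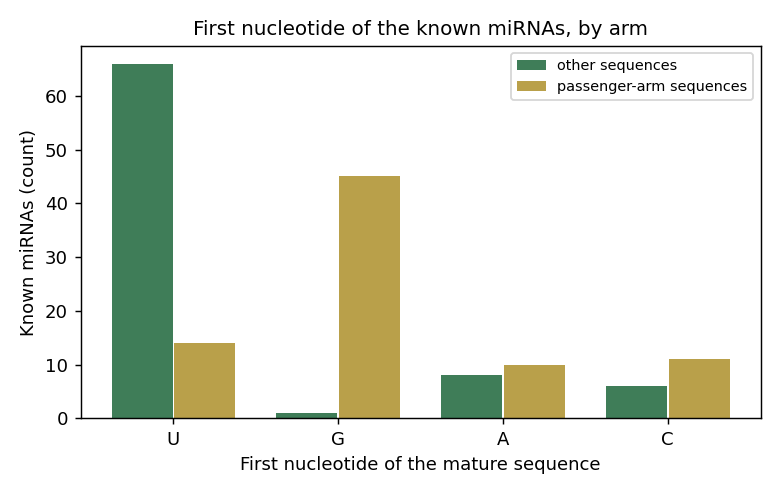
Number of known miRNAs (vertical axis, count from 0) by the first nucleotide of the mature sequence (horizontal axis), with passenger-arm sequences and other sequences as separate bars. Uridine leads among the other sequences (66 of 81) and guanine among the passenger-arm sequences (45 of 80).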

Of 172 mature miRNA sequences, 58.15% started with uridine at the 5′-end, and 25.56% started with Guanine (Figure 2C). We also examined the sequence frequency and distribution of known and novel miRNA candidates across precursor sequences in the two libraries (Supplementary Table S1). Similar to other deep sequencing studies (Peng et al., 2011; Tian et al., 2011), unique miRNAs outnumbered unique miRNA precursors, suggesting that two or more mature miRNAs are distributed in different parts of the same precursor body, their expression levels determining the dominant miRNA.

### Differentially expressed miRNAs between IFC and CFC ovaries

miRNAs have important functions in plant development and stress responses, and are a well-studied class of regulatory sRNAs. To determine differential expression between IFC and CFC ovaries, miRNA expression was normalized to transcripts per 1,000,000 and simplified as normalized expression (NE). In a given sample, a miRNA was considered if the NE value was greater than one for a known miRNA. 

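Expression of known miRNAs in the ovaries was concentrated in a few families. miR166, which targets the HD-ZIP III factors of organ polarity, held 34.7% of the known NE on average over the 4 libraries. miR827, known for its part in phosphate homeostasis, held 19.3%, miR319, which targets TCP factors, 12.3%, and miR396, which targets growth-regulating factors (GRF), 8.06%. The 5 most abundant miRNAs together made up 60.5%. zma-miR827-3p had a mean NE of 4913 ± 1169 (SD, n = 2) in CFC and 3653 ± 1287 (SD, n = 2) in IFC ovaries. The mean NE of zma-miR166a-3p was 4404 ± 186 in CFC and 3062 ± 297 in IFC, and that of zma-miR166l-3p was 2809 ± 300 and 2241 ± 104 (SD, n = 2 each). zma-miR319a-3p_R+1 stood at 3033 ± 522 in CFC and 3147 ± 1227 in IFC, and zma-miR396c_L-1 at 2107 ± 2024 and 1619 ± 388. The log2 fold change of zma-miR319a-3p_R+1 was 0.01 with all libraries, -0.17 without CFC replicate 2 and -0.40 without IFC replicate 2. That of zma-miR396c_L-1 was 0.04 with all libraries, -1.15 without CFC replicate 1 and -0.20 without IFC replicate 2. None of the 5 passed limma's test (adjusted p = 0.999 for each). In all, NE was above 1 in at least 1 library for 145 of the 161 known miRNAs listed, from 31 of 33 families, and in all 4 libraries for 91. The other 16 miRNAs had an NE of 1 or less in every library. By library, 118 and 108 known miRNAs were above 1 in CFC and 114 and 116 in IFC ovaries. The families miR395 and miR5056 were listed but stayed at or below 1.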

Based on this criterion, a total of 162 (50.47% of the total) mature known miRNAs belonging to 33 families were observed in at least one of the four samples (Supplementary Table S2). In correlation analysis, NE values of the IFC and CFC ovaries were found to be highly correlated between repeats (*r* = 0.95 and 0.90, respectively; Supplementary Figure S1), indicating good reproducibility of the RNA sequencing results. 

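Across the 161 known miRNAs, log2(NE + 1) of the IFC replicates had a Spearman rho of 0.908 and a Pearson r of 0.953. For the CFC replicates rho was 0.846 and r was 0.904. These are correlations across miRNAs of a pair of libraries, and miRNAs are not independent replicates. The median miRNA differed by 0.77 on the log2 scale between the IFC replicates and by 0.89 between the CFC replicates. Abundant miRNAs took part in the CFC difference. zma-miR396c_L-1 had an NE of 676 in CFC replicate 1 and of 3539 in CFC replicate 2, while zma-miR169p-5p, which targets NF-YA factors, had 217 and 18.2. From the correlations between repeats, the paper concludes that the sequencing results were reproducible.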

A one-tailed *t*-test was used to identify differentially expressed miRNAs with a fold change >1.5 between IFC and CFC as well as a *p* value < 0.05 and an NE value > 5 in at least one of the samples. As a result, a total of 20 miRNAs were found to be differentially expressed between the two phenotypes (Table 2). 

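Among the miRNAs of Table 2, most of those with separate phenotypes were lower in IFC ovaries. zma-miR390a-5p, which triggers the tasiRNAs that act on auxin response factors, had a mean NE of 392 ± 78.4 (SD, n = 2) in CFC and 201 ± 28.3 (SD, n = 2) in IFC, a log2 fold change of -0.95 (standard error 0.78). zma-miR827-5p_L+1 had a mean NE of 879 ± 99.7 in CFC and 474 ± 46.1 in IFC (log2 fold change -0.89, standard error 0.78). zma-miR168a-5p, which targets AGO1, went from 359 ± 80.8 to 211 ± 46.9, zma-miR396a-5p from 165 ± 67.4 to 96.7 ± 2.48, and zma-miR166j-3p from 839 ± 360 to 508 ± 17.0 (SD, n = 2 each). osa-miR164d_R+1_1ss21TA, of a family that targets NAC factors, was listed at 0 in both IFC libraries, with a mean NE of 1.16 in CFC, below the NE of 3 reads. zma-miR171d-5p was separated in the other direction, with 68.0 ± 36.8 in CFC and 174 ± 39.8 in IFC (log2 fold change 1.43, standard error 0.81, and 0.86 without CFC replicate 1). In these 7 of 17 miRNAs (41.2%) both IFC libraries lay on the same side of both CFC libraries, where chance gives 33.3%. Over all 145 known miRNAs tested the count was 33 (22.8%). The 17 leave out zma-miR156l-3p and zma-miR393c-3p_L-1, which were not matched. The listed miRNAs with the same means, zma-miR156e-3p_2ss13CA21TC and zma-miR393a-3p_L-1, also had separate phenotypes, so the count for Table 2 can be too low.
None of the 145 known miRNAs differed at an adjusted p under 0.05 by limma, and the count adjusted over the list alone was 0 for the Table 2 miRNAs, which the study chose on these libraries and which are not independent evidence. At an unadjusted p under 0.05 there was 1 known miRNA, zma-miR156e-3p_2ss13CA21TC, where 7.25 would be expected by chance. Its mean NE was 3.71 ± 2.21 (SD, n = 2) in CFC and 22.3 ± 11.6 (SD, n = 2) in IFC, a log2 fold change of 2.30 (standard error 0.82, adjusted p = 0.999 from limma). In simulated libraries of this design the test called 5.00% of changes of log2 1, 23.4% of log2 2, 61.7% of log2 3 and 87.3% of log2 4. The simulated levels were all kept well above the floor at 0, and many miRNAs were changed at once, which eases the adjustment. For miRNAs at a few reads, where the floor shortens a change, these shares can be too high. The simulated noise was independent between miRNAs and of the same spread in every library. In the data, CFC replicate 1 had a standard deviation of 1.21 from the mean of the other libraries, against 0.780 to 0.872 for the others, so the simulation does not match them in this. Without CFC replicate 2, 24 known miRNAs had an unadjusted p under 0.05 (5 higher and 19 lower in IFC), and the smallest adjusted p was 0.262; the lone CFC library is then assumed to vary like the IFC pair. Of the 20 entries of Table 2, 15 were matched here by name and 2 by sequence, zma-miR160f-5p_1ss21GA to zma-miR160a-5p and zma-miR393b-5p_R-1 to zma-miR393a-5p_R-1. zma-miR156l-3p, zma-miR172e and zma-miR393c-3p_L-1 matched neither way and were not analysed here under these names. The paper's means for zma-miR156l-3p equal those of zma-miR156e-3p_2ss13CA21TC, and its means for zma-miR393c-3p_L-1 equal those of zma-miR393a-3p_L-1. From a one-tailed test of each miRNA together with a fold and a level criterion, the paper concludes that the entries of Table 2 were differentially expressed. It also reports that quantitative PCR of some of them, not analysed here, went with the sequencing.

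**Figure D2:**
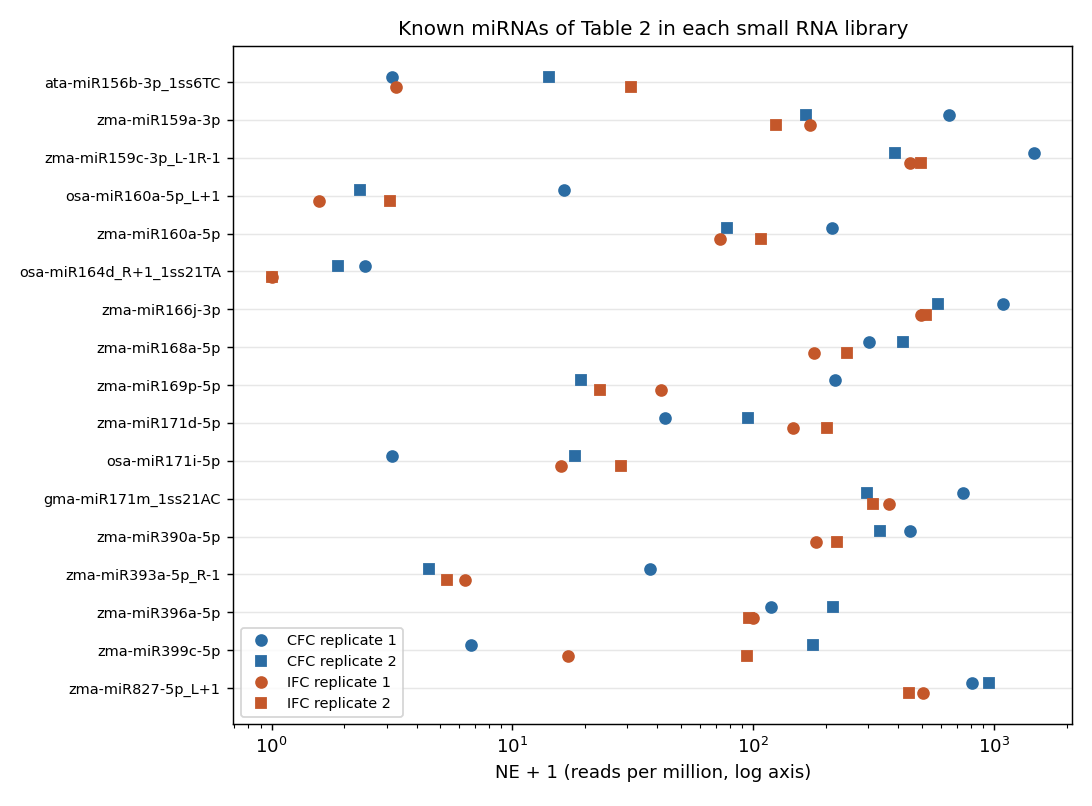
NE + 1 (horizontal log axis, in RPM) of each Table 2 miRNA matched here (vertical axis) in each small RNA library, 1 symbol per library. CFC replicate 1 lies to the right of the other 3 libraries for zma-miR159a-3p (NE 647) and zma-miR169p-5p (217), while the CFC and IFC pairs lie apart for zma-miR390a-5p and zma-miR827-5p_L+1.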

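In IFC ovaries, 14 of the 17 Table 2 miRNAs matched here had a lower mean NE than in CFC ovaries and 3 a higher one. Both members of miR159, which targets MYB and TCP factors, in the table had a lower mean, with an NE of 406 ± 341 (SD, n = 2) for zma-miR159a-3p in CFC and 147 ± 33.6 (SD, n = 2) in IFC. The corresponding means were 928 ± 765 and 471 ± 35.2 for zma-miR159c-3p_L-1R-1. zma-miR160a-5p, which targets auxin response factors, had means of 144 ± 95.4 and 89.5 ± 24.9, and zma-miR393a-5p_R-1, which targets auxin receptors, 19.9 ± 23.2 and 4.83 ± 0.722. Besides zma-miR171d-5p, osa-miR171i-5p was higher in IFC (9.64 ± 10.6 in CFC, 21.0 ± 8.70 in IFC), and so was ata-miR156b-3p_1ss6TC (7.67 ± 7.80 and 16.2 ± 19.7; SD, n = 2 each). zma-miR399c-5p, a phosphate-starvation miRNA, had the lower mean NE in IFC (54.5 ± 54.4 against 91.2 ± 121) but a log2 fold change of 0.21.
As a list, 13 of the 17 miRNAs had a negative and 4 a positive log2 fold change, which is not independent evidence of a direction since the study chose them on these libraries. Camera gave an adjusted p = 0.0691 with the preset correlation of 0.01 and an adjusted p = 0.834 with an estimated correlation. The fold and level criteria of the paper alone, without a p-value, were met by 39 of 161 known miRNAs, 11 higher and 28 lower in IFC. The split turned on single libraries, with 34 of 65 higher without CFC replicate 2, 21 of 42 without CFC replicate 1, 28 of 54 without IFC replicate 1 and 10 of 55 without IFC replicate 2. For 6 of the 14 lower miRNAs the NE in CFC replicate 1 was over 2 times that in every other library, and for 7 the NE in CFC replicate 2 was below that of an IFC library. Without CFC replicate 1 the log2 fold change was 0.28 for zma-miR159c-3p_L-1R-1, 0.19 for zma-miR160a-5p, 0.69 for zma-miR169p-5p, 0.19 for gma-miR171m_1ss21AC, 0.36 for zma-miR393a-5p_R-1, -0.49 for ata-miR156b-3p_1ss6TC and -2.15 for zma-miR399c-5p, each opposite in sign to its value with all 4 libraries. Without IFC replicate 2 it was -1.02 for both ata-miR156b-3p_1ss6TC and zma-miR399c-5p.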

Compared with the CFC ovary, 15 miRNAs were found to be down-regulated and 5 up-regulated in the IFC ovary (Table 2). 

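With all 4 libraries the known miRNAs as a whole were balanced between the phenotypes. Of 145 tested, 71 had a higher and 74 a lower log2 fold change in IFC ovaries, with a median of -0.02. The balance rested on both IFC libraries, with a median of 0.21 without IFC replicate 1 (77 higher, 60 lower) and of -0.37 without IFC replicate 2 (48 higher, 90 lower). Among the families sorted by their targets, miR170 and miR171, which target GRAS factors of meristem maintenance, had 11 of 15 members higher in IFC. The lists hold both arms of a family, and 7 of 8 members of the passenger arm and 4 of the 7 others were higher, a difference that was not tested. Passenger-arm sequences of all families stood higher, with 42 of 69. Camera gave each list an adjusted p = 0.0161 over the 14 lists with the preset correlation, and with an estimated correlation an adjusted p = 0.834 for each. That version rests on the 2 residual degrees of freedom and can hardly call a list here, so it does not decide whether the calls hold. For the GRAS list it took a correlation of -0.039, below the preset one, yet camera's unadjusted p rose from 0.0023 to 0.081. For the passenger-arm list it took a correlation of 0.109, above the preset one, and camera's unadjusted p rose from 0.00195 to 0.238. That rise need not come from the few degrees of freedom alone, so the passenger-arm call leans on the preset correlation. The passenger-arm share of the known NE was 10.1% in CFC replicate 1 and 20.3% in CFC replicate 2, against 17.6% and 21.7% in the IFC libraries. Without any 1 library the GRAS list had an adjusted p between 0.0683 (without CFC replicate 2) and 0.237 (without CFC replicate 1). The passenger-arm call with the preset correlation was lost without CFC replicate 1 and without IFC replicate 2. Of that list, 24 of 65 members were higher without IFC replicate 2, 41 of 68 without CFC replicate 2 and 48 of 64 without IFC replicate 1.
The auxin list (miR160, miR167, miR390 and miR393) had 17 of 22 members lower in IFC (adjusted p = 0.117), among them 9 of 9 outside the passenger arm, and the miR396 list, which targets GRF genes, 6 of 7 (adjusted p = 0.103). miR169, which targets NF-YA factors, had 7 of 11 members lower (adjusted p = 0.335). Without CFC replicate 2, the auxin, miR169 and Table 2 lists lay lower in IFC. Without CFC replicate 1, by contrast, 6 of 7 miR169 members and 10 of 19 auxin members were higher. The Table 2 list then had 9 of 16 members lower, so that these directions rest on single CFC libraries. The HD-ZIP III list of miR165 and miR166 was split, with 8 of 17 members higher (adjusted p = 0.864). The split depended on both CFC libraries, with 15 of 17 lower without CFC replicate 1 and 13 of 17 higher without CFC replicate 2. Of 13 miR164 members, which target NAC genes, 8 were higher (median log2 fold change 0.04, mean -0.04, adjusted p = 0.964), and of 10 miR159 and miR319 members 6 were higher (median 0.05, mean -0.08, adjusted p = 0.964). Outside the passenger arm 3 of 7 were higher in each of these lists. The miR164 count fell to 4 of 12 higher without CFC replicate 1 and to 2 of 12 without IFC replicate 2. The miRNA pathway list (miR162, which targets DICER-LIKE1, and miR168) had 4 of 5 members higher (adjusted p = 0.864), and the nutrient and copper list 11 of 18 lower (adjusted p = 0.836). Both counts turned with single libraries. Of the pathway list 1 of 5 was higher without CFC replicate 1, and likewise without IFC replicate 2. Of the nutrient list 10 of 17 were higher without IFC replicate 1. The families that trigger anther phasiRNAs, miR2118 and miR2275, taken as markers of another floral tissue, had 3 of 5 members lower (adjusted p = 0.964). Adjusted over the list alone, 0 members were called in any of the 14 lists, and fry gave an adjusted p = 0.999 for every list. Scaling by median-of-ratios factors left the median of all known miRNAs at 0.02, with 74 higher and 71 lower. TMM factors, which were less reliable on these values, moved the median of all known miRNAs to 0.14, with 82 higher and 63 lower.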

Since the IFC and CFC ovaries were taken from the same area on the same ear, most of the detected miRNAs showed similar expression patterns; however, nevertheless, differences did exist.

**Table 2:** **Summary of the differentially expressed known miRNAs**.

**miR family**	**Members of the identified miRNAs**	**IFC (NE)**	**CFC (NE)**	***P*****-value**	**up/down**
miR156	ata-miR156b-3p_1ss6TC	16.21	7.67	0.038	up
	zma-miR156l-3p	22.34	3.71	0.000	up
miR159	zma-miR159a-3p	147.48	406.41	0.000	down
	zma-miR159c-3p_L-1R-1	928.11	471.01	0.000	up
miR160	osa-miR160a-5p_L+1	1.33	8.37	0.040	down
	zma-miR160f-5p_1ss21GA	89.55	144.19	0.010	down
miR164	osa-miR164d_R+1_1ss21TA	0.00	5.16	0.049	down
miR166	zma-miR166j-3p	507.86	838.61	0.000	down
miR168	zma-miR168a-5p	211.24	359.37	0.000	down
miR169	zma-miR169p-5p	31.30	117.39	0.000	down
miR171	zma-miR171d-5p	173.58	67.98	0.000	up
	osa-miR171i-5p	21.04	9.64	0.015	up
	gma-miR171m_1ss21AC	338.41	518.29	0.000	down
miR172	zma-miR172e	0.42	11.52	0.003	down
miR390	zma-miR390a-5p	200.96	391.99	0.000	down
miR393	zma-miR393b-5p_R-1	4.83	19.92	0.007	down
	zma-miR393c-3p_L-1	0.21	6.31	0.026	down
miR396	zma-miR396a-5p	96.75	165.23	0.002	down
miR399	zma-miR399c-5p	54.47	91.18	0.025	down
miR827	zma-miR827-5p_L+1	473.66	878.55	0.000	down

*IFC, incompletely fused carpels; CFC, completely fused carpels; NE, normalized expression*.

The miR_name is composed of the 1st known miR name in a cluster, a underscore, and a matching annotation. Such as:

L-/+ n, means the miRNA_seq (detected) is n base less or more than known rep_miRSeq in the left side, respectively;

R-/+ n means the miRNA_seq (detected) is n base less or more than known rep_miRSeq in the right side, respectively;

*1ss6TC13TA means 1 substitutin (ss), which are T->C at position 6 and T->A at position 13 from 5′ of miRNA*.

To determine detailed expression patterns of these miRNAs in the IFC and CFC ovaries, real-time qRT-PCR was performed. Eight differentially expressed known miRNAs were selected for validation. Overall, the results corresponded to the deep sequencing results (Figure 3A), indicating reliability of the miRNA expression levels determined by high-throughput sequencing. In addition, we surveyed expression of these miRNAs in the IFC and CFC ovaries after the initial observation of carpel fusion deficiency, prior to pollination. Changes in expression levels of the selected miRNAs exhibited a consistent tendency with differential expression during IFC and CFC development. It should be noted that miR396 expression increased on the day of silking and thereafter decreased (Figure 3A).

**Figure 3:**
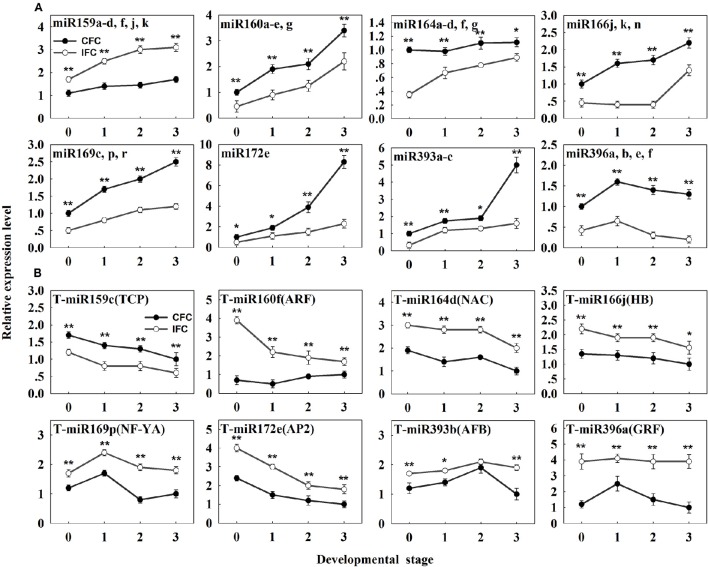
**qRT-PCR analysis of the identified differentially expressed known miRNAs and their targets in IFC and CFC ovaries. (A)** The copy number of miRNAs was normalized by comparison with maize U6. Relative expression levels of each miRNA were normalized by comparison with expression of the CFC ovaries at developmental stage “0,” which was set as 1. **(B)** The copy number of the corresponding target mRNAs was normalized by comparison with the maize gene *EF1a* (gene ID: GRMZM2G153541). Relative expression levels of each target were then normalized by comparison with expression of the CFC ovaries at developmental stage of “3,” which was set as 1. A primer pair spanning the cleavage site was used to quantify the expression of uncleaved target mRNA. Developmental stage “0” represents silking, when carpel fusion deficiency was initially observed. Developmental stages “1,” “2” and “3” represent the number of days after silking. Error bars represent the standard error. Samples used at developmental stage “0” were the same as those used for small RNA sequencing. Lowercase a-d, f, j, k, a-e and g after the miRNA name refer to highly homologous miRNAs. IFC, incompletely fused carpels; CFC, completely fused carpels; ^*^P < 0.05; ^**^P < 0.01.

### Target prediction and identification of miRNAs by degradome sequencing

To identify miRNA targets, two cleaved miRNA target libraries (degradomes) were generated for the IFC and CFC ovaries, respectively. 

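For the degradome, in which the 5′ ends of uncapped, poly-adenylated RNA fragments are sequenced, the 2 biological samples of each phenotype were mixed into 1 library, so that there is 1 library of IFC and 1 of CFC ovaries at 0 days after silking and no replicate of either. A miRNA-guided cleavage leaves a fragment whose 5′ end lies opposite positions 10 and 11 of the miRNA. The IFC library had 16915044 raw reads and the CFC library 16680835. The authors mapped the tags to maize transcripts with CleaveLand, which gives each site a peak category from 0 to 4 and a p-value, and expressed its signal in TPB, the tags at the site scaled to the raw reads of the library. From the values, a tag corresponds to 59.1 TPB in the IFC and 59.9 TPB in the CFC library, and 191 and 103 of the 471 miRNA and transcript pairs, respectively, had a signal of whole reads within 0.01 reads. The others were fractions of a read count, apparently from tags shared between places. No signal was listed for 55 pairs in the IFC and 50 in the CFC library, which allows up to 177 TPB and 180 TPB, respectively, by counting error. Sites with p-values above 0.05 are kept in the values, 221 pairs in IFC and 212 in CFC.
The classes were computed here from the categories and p-values as the paper defines them, taking the better class of the 2 libraries. A ratio between the libraries compares those libraries, not the phenotypes. Where the signal was of whole reads, the ratio is given with an exact conditional 95% interval. The build of the transcripts is not given in the sources used here, and positions are counted along the transcript named.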

After high-throughput sequencing, 16.9 and 16.7 million raw reads representing the 5′ ends of uncapped, poly-adenylated RNAs were obtained from the IFC and CFC libraries, respectively. After initial processing, 75.81% (75.88 and 75.73% for the IFC and CFC ovaries, respectively) of the short sequencing reads were mapped to the maize transcriptome, suggesting that some of the filtered reads mapped to unannotated genes (Supplementary Table S3).

In plants, miRNAs have been shown to bind with almost complete complementarity to their mRNA targets, with miRNA-mediated cleavage occurring precisely between the 10th and 11th nucleotide from the 5′ end of the miRNA in the complementary region of the target mRNA. In the CleaveLand pipeline program (Addo-Quaye et al., 2009), sequenced tags were first mapped to cDNA then the number of tags with a 5′ nucleotide corresponding to each position in the mRNA sequence counted, as depicted by a t (target)-plot. That is, cleaved transcripts have distinct t-plot peaks at the predicted cleavage site in the degradome sequence tags. As previously reported (Karlova et al., 2013), the cleavage products can be categorized into three classes: Class I t-plots, category 0 and 1 peaks with a *P*-value ≤ 0.05; Class II, category 0 and 1 peaks with a *P*-value > 0.05, and all category 2 peaks regardless of their *P*-value; and Class III, all category 3 and 4 peaks regardless of their *P*-value. Thus, Class I includes the most credible miRNA target genes among the three classes. Representative examples of t-plots of cleavage transcripts belonging to the different classes are shown in Figure 4.

**Figure 4:**
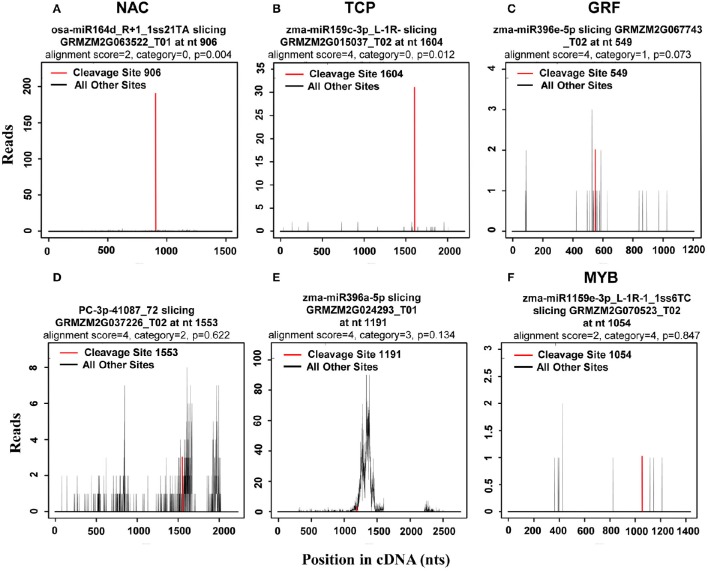
**Representative target plots (t-plot) depicting categories of the cleaved mRNAs confirmed by degradome sequencing, reflecting the reliability of the miRNA targets**. As previously reported (Karlova et al., 2013), cleavage products can be categorized into three classes: Class I t-plots, category 0 and 1 peaks with a *P* ≤ 0.05; Class II, category 0 and 1 peaks with a *P* > 0.05, and category 2 peaks; and Class III, category 3 and 4 peaks. Representative examples of **(A,B)** target genes belonging to Class I, **(C,D)** target genes belonging to Class II, and **(E,F)** target genes belonging to Class III are shown.

As the results, a total of 113 (471 transcripts) target genes were predicted for 73 known miRNAs, 46 (181 transcripts) of which were categorized as Class I (Supplementary Table S4). 

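Cleavage sites were found in 113 genes, with 195 transcripts and 471 pairs of a miRNA and a transcript, for 80 miRNA names with 73 distinct sequences. The strongest site lay in GRMZM2G159399_T01, an auxin response factor gene (ARF) cleaved by miR160 at position 1796, with 52379 TPB in the IFC and 66723 TPB in the CFC library. The next were GRMZM2G033612_T02, a growth-regulating factor gene (miR396, position 1019), with 10819 TPB in IFC and 17865 TPB in CFC, and GRMZM2G063522_T01, a NAC gene (miR164, position 906), with 9932 and 12170 TPB. GRMZM2G412073_T01 (miR319, position 242) had 7213 and 7913 TPB, and GRMZM2G038198_T01, a homeobox-leucine zipper gene (miR166, position 496), 5819 and 7554 TPB. All 5 had a category 0 peak in both libraries.
By class, 36 genes with 61 transcripts and 220 pairs were in Class I, where 1 library sufficed. Requiring Class I in both libraries left 25 genes, 45 transcripts and 181 pairs, and a p-value threshold of 0.01 left 17 genes. Class II held 50 genes and Class III 48, a gene counting in each class it has a site in. Of 224 sites, 134 had signal in both libraries, 44 in IFC alone and 46 in CFC alone. Among the 134, the signal was over 10% lower in the IFC library at 65 sites, over 10% higher at 27 and within 10% at 42, with a median log2 ratio of -0.10. Here transcripts of a gene that share tags count as separate sites. With 1 value per gene, its largest site, the median was -0.29, with 18 of 70 genes higher in the IFC library. Among sites of at least 10 recovered reads over both libraries it was -0.32, with 10 of 52 higher. The interval of the ratio lay below 1 for 4 of 54 sites with whole reads in both libraries and above 1 for 1. The 4 were the ARF gene GRMZM2G159399 (ratio 0.785, interval 0.718 to 0.858), the GRF gene GRMZM2G033612 (0.606, 0.501 to 0.730), the TCP gene GRMZM2G089361 (0.394, 0.150 to 0.935) and GRMZM2G040762, annotated as dicer-like 1 (miR162, 0.303, 0.0721 to 0.982). The site above 1 was in GRMZM2G051917, annotated as a choline transporter (miR399, 16 reads in IFC and 1 in CFC, ratio 15.8, interval 2.45 to 662). GRMZM2G040762 and GRMZM2G051917 were chosen after their values were seen.

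**Figure D3:**
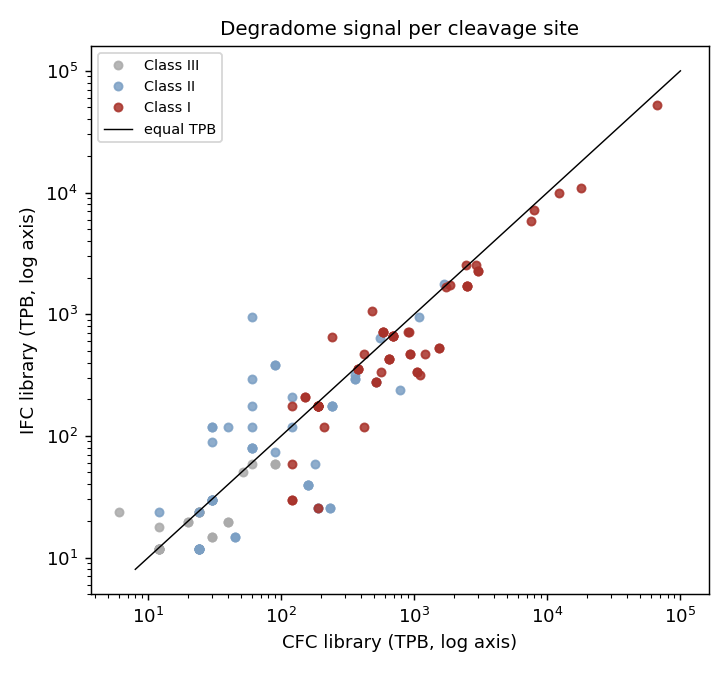
TPB of each cleavage site with signal in both libraries, CFC library on the horizontal and IFC library on the vertical log axis, colored by class, with a line at equal TPB. The Class I sites reach the highest TPB, up to the ARF site at 66723 TPB in CFC and 52379 TPB in IFC.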

Of 20 differentially expressed known miRNAs, degradome predication and analysis revealed that only 12 had target genes. Moreover, 20 (39 transcripts) target genes cleaved by nine differentially expressed known miRNAs were classified as Class I from a total of 40 (76 transcripts) identified target genes of all differentially expressed known miRNAs (Table 3; Supplementary Table S5). 

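Targets were listed for 12 of the 20 entries of Table 2. zma-miR159c-3p_L-1R-1 had 9 target genes and zma-miR396a-5p 8, followed by zma-miR166j-3p with 6, gma-miR171m_1ss21AC with 5 and zma-miR159a-3p with 4. zma-miR169p-5p had 3 target genes, and zma-miR160f-5p_1ss21GA, zma-miR172e, zma-miR390a-5p and zma-miR393b-5p_R-1 had 2 each. osa-miR160a-5p_L+1 and osa-miR164d_R+1_1ss21TA had 1 each. For 3 of these, gma-miR171m_1ss21AC, osa-miR160a-5p_L+1 and zma-miR390a-5p, no target gene was in Class I. The targets of zma-miR390a-5p were annotated as leucine-rich repeat proteins, with 0 TPB in the IFC and 20.0 TPB in the CFC library, less than the signal of 1 read. The 8 entries without a listed target include zma-miR168a-5p, zma-miR399c-5p, zma-miR827-5p_L+1 and both 5p arms of miR171.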

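The listed targets of the Table 2 miRNAs were 40 genes with 67 transcripts, in 76 pairs of a miRNA and a transcript. Class I held 23 of the genes, in 42 pairs with 9 of the miRNAs. The miR396 targets decide part of this count. For 6 genes annotated as growth-regulating factors the site of zma-miR396a-5p had a category 0 peak in both libraries, with a CleaveLand p-value of 0.0499 in IFC and of 0.0512 in CFC, so that these 6 were in Class I by the IFC library only. The 3 genes in Class I by the CFC library only were GRMZM2G004090, annotated as a myb domain protein, GRMZM2G037630, a nuclear factor Y subunit A gene, and GRMZM2G552083, a homeobox-leucine zipper gene. By the IFC library alone Class I held 20 genes in 39 pairs, by the CFC library alone 17 genes in 29 pairs, and by both libraries 14 genes in 26 pairs. A p-value threshold of 0.01 left 7 genes. Of the 76 pairs, 70 had the class that the deposited values give them. The paper reasons that Class I includes the most credible miRNA targets.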

Sixty percent of these target genes were members of different families of transcription factors; namely, TCP, MYB, ARF, NAC, NF-YA, AP2, GRF, GRAS, and HD-ZIP (Table 3), while one gene, ARF, was found to be targeted by miR160 as verified by RNA ligase-mediated 5′-RACE (Supplementary Figure S2). 

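Transcription factors were 29 of the 40 target genes (72.5%, Wilson 95% interval 57.2% to 83.9%), counting a gene by its transcription factor family or by its annotation. By the family column alone they were 24 of 40 (60.0%, interval 44.6% to 73.7%). The additional 5 genes were annotated as a myb domain protein, a growth-regulating factor and 3 homeobox-leucine zipper proteins. The family column names 6 GRF genes, 4 GRAS, 3 MYB, 3 TCP and 3 NF-YA genes, 2 ARF genes and 1 gene each of AP2, NAC and HD-ZIP. In Class I, 22 of 23 genes encoded transcription factors (95.7%, interval 79.0% to 99.2%). The exception was GRMZM2G137451, annotated as auxin signaling F-box 2, an auxin receptor and a target of miR393. At the sites of gma-miR171m_1ss21AC the 4 GRAS genes were all outside Class I, while other miR170 and miR171 entries had Class I sites at other positions in each of them. Among the targets of all known miRNAs the share was 39 of 113 genes (34.5%, interval 26.4% to 43.7%), and among those outside the Table 2 miRNAs 10 of 73 (13.7%, interval 7.61% to 23.4%). These sets also differ in class, with 36 of all 113 genes in Class I against 23 of the 40. The intervals treat genes as independent, although related genes share a target site.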

Some of the differentially expressed known miRNAs targeted multiple gene loci; for example miR159 (Figure 5). 

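miR159 had cleavage sites in 9 genes with 14 transcripts, and 6 of the genes were in Class I. All 9 were targets of zma-miR159c-3p_L-1R-1, and 4 of them also of zma-miR159a-3p. In the myb gene GRMZM2G028054 the sites of these miRNAs lay next to each other, at position 1703 with a category 0 peak and at position 1704 with a category 2 peak in both libraries. The Table 2 miRNA of the miR396 family had sites in 8 genes with 18 transcripts, that of miR169 in 3 genes with 11 transcripts, and that of miR166 in 6 genes with 7 transcripts. The 2 miR160 entries had 2 target genes, both of them ARF genes.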

Expression of eight miRNA target genes of differentially expressed known and novel miRNAs was subsequently detected using qRT-PCR analysis. As expected, expression of all target genes was negatively correlated with expression levels of the corresponding miRNA in both the IFC and CFC ovaries (Figures 3A,B, 5), This finding is also in accordance with the gene cleavage function of the miRNAs.

**Table 3:** **Identified target transcripts of differentially expressed known miRNAs by degradome analysis of IFC and CFC ovaries**.

**Target mRNA**	**Annotation^b^**	**TF family^c^**	**Cleavage position**	**Peak category**		**TPB**	
				**IFC**	**CFC**	**IFC**	**CFC**
**CLASS I**^a^							
**miR159**							
GRMZM2G089361_T01	TCP family transcription factor	TCP	10	0	0	473	1199
3030GRMZM2G020805_T01	TCP family transcription factor	TCP	10	0	0	2542	2458
GRMZM2G028054_T01, T02, T03	myb domain protein	MYB	10	0	0	709	580
GRMZM2G015037_T01, T02	TCP family transcription factor	TCP	10	0	0	473	929
AC217264.3_FGT005	myb domain protein	MYB	10	0	0	650	240
**miR160**							
GRMZM2G159399_T01	auxin response factor	ARF	10	0	0	52379	66723
GRMZM2G005284_T01	auxin response factor	ARF	10	1	0	177	120
**miR164**							
GRMZM2G063522_T01	NAC domain containing protein	NAC	10	0	0	9932	12170
**miR166**							
GRMZM2G038198_T01	Homeobox-leucine zipper protein		10	0	0	5819	7554
AC187157.4_FGT005	Homeobox-leucine zipper protein		10	0	0	709	899
**miR169**							
GRMZM2G040349_T01, T02	nuclear factor Y	NF-YA	10	0	0	207	150
GRMZM2G000686_T01, T02, T03, T04, T05, T06, T08	nuclear factor Y	NF-YA	10	0	0	177	187
**miR172**							
GRMZM2G076602_T01	DNA-binding protein	AP2	10	0	0	1064	480
**miR393**							
GRMZM2G137451_T01,T02	auxin signaling F-box / AFB		10	0	0	276	520
**miR396**							
GRMZM2G033612_T02	growth-regulating factor	GRF	11	0	0	10819	17865
GRMZM2G018414_T01, T02	growth-regulating factor	GRF	11	0	0	532	1529
GRMZM2G099862_T01, T02, T03, T04	growth-regulating factor	GRF	11	0	0	665	689
GRMZM2G041223_T01	growth-regulating factor	GRF	11	0	0	335	560
GRMZM2G034876_T01, T02, T03	growth-regulating factor	GRF	11	0	0	355	380
GRMZM2G129147_T01, T02	growth-regulating factor	GRF	11	0	0	2256	2987
**CLASS II**							
**miR159**							
GRMZM2G004090_T01	myb domain protein	MYB	10	2	0	118	210
GRMZM2G028054_T01, T02, T03	myb domain protein	MYB	10	2	2	117	240
**miR160**							
GRMZM2G159399_T01	auxin response factor	ARF	10	2	2	946	1079
**miR166**							
GRMZM2G552083_T01	Homeobox-leucine zipper protein		10	2	0	25	188
GRMZM2G123644_T01	agenet-containing protein		10	2	2	25	188
GRMZM2G336718_T01	agenet-containing protein		10	2	2	25	188
**miR171**							
GRMZM2G051785_T01	GRAS transcription factor	GRAS	10	0	2	0	180
GRMZM2G110579_T01	GRAS transcription factor	GRAS	10	2	2	635	555
GRMZM2G037792_T01	GRAS transcription factor	GRAS	10	2	2	315	360
GRMZM5G825321_T01, T02	GRAS transcription factor	GRAS	10	2	2	296	360
**miR393**							
GRMZM5G848945_T02	auxin signaling F-box / AFB		10	2	2	276	520
**miR396**							
GRMZM2G067743_T01, T03	growth-regulating factor	GRF	11	2	0	39	160
GRMZM2G067743_T02	growth-regulating factor	GRF	11	1	0	39	160
**Class III**							
**miR159**							
GRMZM2G113073_T01	P21-Rho-binding domain		10	2	4	177	60
GRMZM2G127720_T01	—		10	4	0	59	0
AC217264.3_FGT005	myb domain protein	MYB	10	0	4	0	60
GRMZM2G070523_T01, T02, T03	myb domain protein	MYB	10	4	0	20	0
**miR166**							
GRMZM2G003509_T01, T02	Homeobox-leucine zipper protein	HD-ZIP	10	3	2	25	231
**miR169**							
GRMZM2G037630_T01	nuclear factor Y, subunit A6	NF-YA	10	4	0	59	120
**miR171**							
GRMZM2G000039_T01	SIT4 phosphatase-associated protein		10	3	4	20	40
**miR172**							
GRMZM5G856084_T01	DNAJ heat shock family protein		10	4	0	59	0
**miR390**							
GRMZM2G121820_T01	Leucine-rich repeat family protein		10	0	4	0	20
GRMZM5G815009_T01, T02	Leucine-rich repeat family protein		10	0	4	0	20
**miR396**							
GRMZM2G024293_T01, T03	P-loop nucleoside triphosphate hydrolases		10	3	3	59	90

*A comprehensive list could be found in Supplementary Table S5*.

a *Classification of the three different classes was made according to Karlova et al. (2013)*.

b *Putative functions were derived from Ensembl Plants (plants.ensembl.org, release 28)*.

c *TF family members were classified according to the Plant Transcription Factor Database v3.0 (Jin et al., 2013)*.

*IFC, incompletely fused carpels; CFC, completely fused carpels; TPB, tags per billion*.

**Figure 5:**
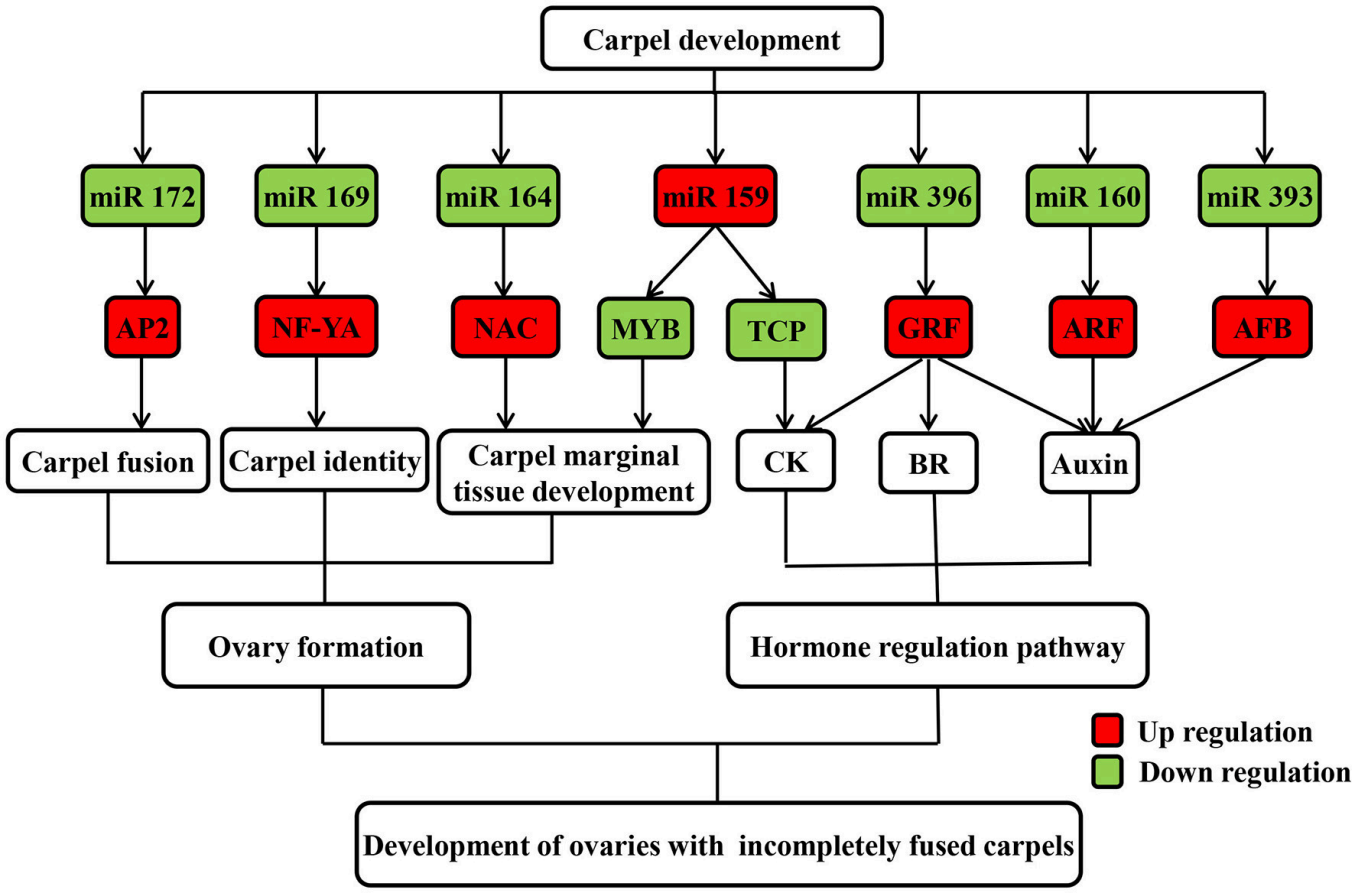
**Possible regulatory mechanism of differentially expressed known miRNAs and their targets involved in carpel fusion development in maize ovaries**.

### Identification of potential novel miRNAs

To identify novel miRNAs, sequencing reads that did not match any of the known miRNAs were further analyzed with reference to the criteria for annotation of plant miRNAs (Meyers et al., 2008). A total of 43 miRNA candidates, present in at least one of the four libraries, were revealed and designated predicated candidates (PC)-5P/3P. In addition, 10 miRNA new isoforms in known miRNA loci were also identified (Supplementary Table S6). Secondary structures of eight of the selected novel miRNAs are presented in Supplementary Figure S2. Both miRNAs of predicated candidates and new isoforms were defined as novel miRNAs. Of these, a total of 10 were differentially expressed between the IFC and CFC ovaries (Supplementary Table S7).

Potential targets of the novel miRNAs were also predicted via degradome sequencing. A total of 11 target genes (14 transcripts) of 9 novel miRNAs were identified, all belonging to Classes II and III (Supplementary Table S8). However, only seven targets of four differentially expressed novel miRNAs were revealed (Supplementary Table S9). These results clearly differ from the identified targets of known miRNAs (Table 3; Supplementary Table S9; Figure 4). The four differentially expressed novel miRNAs and their target genes were subsequently selected for qRT-PCR analysis (Figure 6A), revealing a negative correlation between all miRNAs and their corresponding target genes except for PC-5p-189225_15 (Figure 6B). This exception was possibly due to its low expression level as observed in the sRNA sequencing results (Supplementary Table S7).

**Figure 6:**
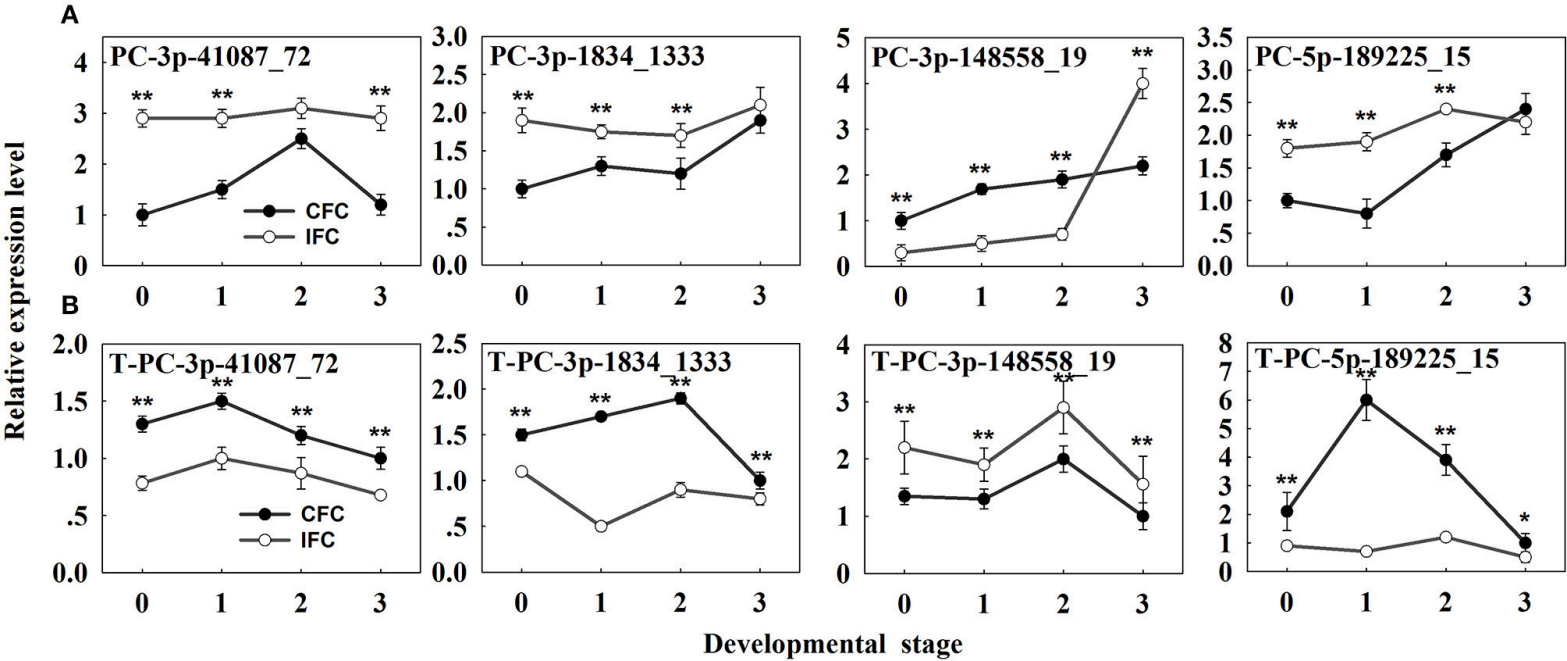
**qRT-PCR analysis of the identified differentially expressed novel miRNAs and their targets in IFC and CFC ovaries. (A)** The copy number of the miRNAs was normalized by comparison with maize U6. Relative expression levels of each miRNA were normalized by comparison with expression of the CFC ovaries at developmental stage of “0,” which was set as 1. **(B)** The copy number of corresponding target mRNAs was normalized by comparison with the maize gene *EF1a* (gene ID: GRMZM2G153541). Relative expression levels of each target were then normalized by comparison with expression of the CFC ovaries at developmental stage “3,” which was set as 1. A primer pair spanning the cleavage site was used to quantify the expression of uncleaved target mRNAs. Developmental stage “0” represents silking, when carpel fusion deficiency was initially observed. Developmental stages “1,” “2,” and “3” represent the number of days after silking. Error bars represent the standard error. Samples used at developmental stage of “0” were the same as those used for small RNA sequencing. IFC, incompletely fused carpels; CFC, completely fused carpels; ^*^P < 0.05; ^**^P < 0.01.

### Dynamic changes in phytohormones during IFC and CFC ovary development

To examine the changes in endogenous phytohormone accumulation during deficient carpel fusion, we compared the contents of various endogenous phytohormones in IFC and CFC ovaries at silking (when the deficiency could be observed in serial observations) and 1, 2. and 3 days after silking, respectively. In general, the endogenous IAA content of the IFC ovaries was significantly higher than that of the CFC ovaries at each developmental stage except the initial observation at silking. In contrast, the contents of all other endogenous phytohormones, including zeatin riboside and isopentenyl adenine (ZR + iPA), GA, brassinosteroids (BR), jasmonic acid (JA) and abscisic acid (ABA), were lower in the IFC ovaries. The pattern of IAA accumulation was also similar between the IFC and CFC ovaries, both showing a gradual increase; however, the changes in ZR + iPA and GA contents showed different patterns. In the CFC ovaries, ZR + iPA and GA increased with ovary growth, whereas a reverse trend was observed in the IFC ovaries. Changes in endogenous BR, JA and ABA contents showed consistent tendencies, with a decrease in BR and JA and an increase in ABA in both the IFC and CFC ovaries (Figure 7).

**Figure 7:**
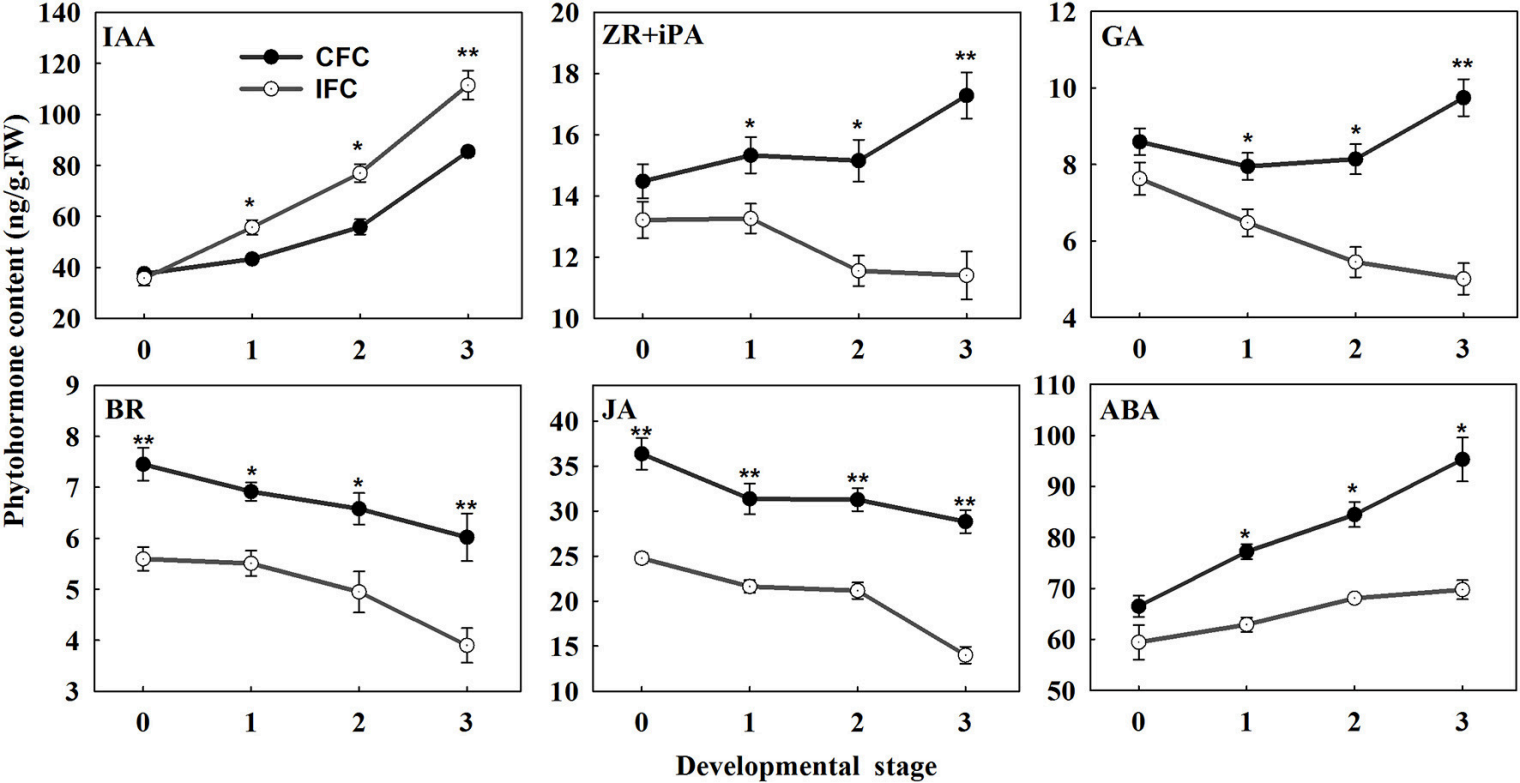
**Phytohormone contents at different developmental stages during ovary development in IFC and CFC ovaries**. Developmental stage “0” represents silking, when carpel fusion deficiency was initially observed. Developmental stages “1,” “2,” and “3” represent the number of days after silking. Error bars represent the standard error. Samples used at developmental stage of “0” were the same as those used for small RNA sequencing. IFC, incompletely fused carpels; CFC, completely fused carpels; ^*^P < 0.05; ^**^P < 0.01.

### Correlation analysis of phytohormone contents, miRNAs and their targets

Target gene expression was examined using qRT-PCR during ovary formation, prior to pollination. We then focused our attention primarily on miRNAs and their target genes in relation to phytohormone synthesis and metabolism, since they were deemed most likely to play important roles in carpel fusion development. To further investigate the potential relationship between phytohormone signals and the expression of miRNAs and their target genes during IFC ovary development, we selected eight differentially expressed known miRNAs and their targets for correlation analysis. As a result, expression patterns of all 8 miRNAs and 8 corresponding targets were found to be significantly correlated with the phytohormone signals (Table 4). Furthermore, these miRNAs and their target genes were subsequently divided into two groups. In the first, the miRNAs and their corresponding targets showed opposite correlation relationships with the phytohormone signals. That is, they all (miR159 and its target with IAA; miR166, miR169, miR393, miR396, and their targets with ZR + iPA; miR159, miR396 and their targets with GA; miR396 and their targets with BR; miR159, miR396 and their targets with JA; miR160, miR164, miR166, miR169, miR172, and miR396 and their targets with ABA) showed a significant positive and/or negative correlation with the phytohormone levels. In contrast, the second group included only those miRNAs or targets that were significantly correlated with the phytohormone signals. For example, miR160 was significantly correlated with IAA, but its target gene was not. Taking into account both the miRNAs and their targets, it should be noted that either the selected miRNA and / or its target had a significant correlation with at least one phytohormone signal (Table 4).

**Table 4:** **Correlation analysis of expression of eight differentially expressed known miRNAs and their targets with phytohormone levels (*n* = 8)**.

**miRNA/Target^a^**	**IAA^b^**	**(ZR+iPA)^b^**	**GA^b^**	**BR^b^**	**JA^b^**	**ABA^b^**
miR159a-d, f, j, k	0.73^*^	−0.77^*^	−0.88^**^	−0.93^**^	−0.94^**^	−0.29
miR160a-e, g	0.61^*^	0.55	0.34	−0.05	0.04	0.93^**^
miR164a-d, f, g	0.28	0.55	0.39	0.39	0.44	0.79^**^
miR166j, k, n	0.31	0.72^*^	0.57	0.26	0.34	0.91^**^
miR169c, p, r	0.32	0.74^*^	0.55	0.26	0.34	0.99^**^
miR172e	0.45	0.70^*^	0.55	0.06	0.16	0.93^**^
miR393a-c	0.47	0.68^*^	0.52	0.06	0.14	0.91^**^
miR396a, b, e, f	−0.38	0.88^**^	0.77^*^	0.80^**^	0.79^**^	0.68^*^
T-miR159c (TCP) GRMZM2G089361_T01	−0.79^**^	0.54	0.69^*^	0.94^**^	0.94^**^	0.07
T-miR160f (ARF) GRMZM2G005284_T01	−0.11	−0.51	−0.36	−0.51	−0.52	−0.63^*^
T-miR164d (NAC) GRMZM2G063522_T01	−0.20	−0.77^*^	−0.62^*^	−0.43	−0.49	−0.88^**^
T-miR166j (HB) AC187157.4_FGT005	−0.18	−0.76^*^	−0.61^*^	−0.48	−0.53	−0.89^**^
T-miR169p (NF-YA) GRMZM2G040349_T01,T02	0.06	−0.66^*^	−0.71^*^	−0.52	−0.64^*^	−0.70^*^
T-miR172e (AP2) GRMZM2G076602_T01	−0.48	−0.46	−0.24	−0.14	−0.20	−0.87^**^
T-miR393b (AFB) GRMZM2G137451_T01, T02	0.22	−0.80^**^	−0.83^**^	−0.61	−0.64^*^	−0.46
T-miR396a (GRF) GRMZM2G033612_T02	0.18	−0.84^**^	−0.85^**^	−0.74^*^	−0.82^**^	−0.73^*^

a *Putative functions were derived from Ensembl Plants (plants.ensembl.org, release 28) and TF family members were classified according to the Plant Transcription Factor Database v3.0 (Jin et al., 2013)*.

b *IAA, (ZR+iPA), GA, BR, JA, and ABA represent the tendencies of relative coefficients, respectively, between endogenous phytohormone and expression patterns of miRNAs and their targets*.

* *P < 0.05*;

** *P < 0.01. Lowercase a-d, f, j, k, a-e and g after the miRNA name refer to highly homologous miRNAs*.

## Discussion

With the development of sequencing technologies, sRNA sequencing has become an efficient and economical technique for estimating expression profiles of miRNA genes. Recent studies have reported the role of miRNAs in determining gene expression during maize ear and kernel development (Liu et al., 2014; Xin et al., 2015). However, few studies have examined miRNA expression during ovary growth, in particular, during carpel fusion. In this study, we conducted deep sequencing of sRNAs in IFC and CFC ovaries at the moment of initial carpel fusion deficiency. As a result, 20 differentially expressed known miRNAs were identified, all of which cleaved target genes related mainly to TFs. Furthermore, a large number of these differentially expressed miRNAs and their targets showed a significant correlation with endogenous hormones during ovary development. These findings suggest that miRNAs, especially those differentially expressed between IFC and CFC ovaries, may play crucial roles in regulating ovary development.

### Analysis of the identified miRNAs and their target genes

miRNAs, a class of sRNAs, were previously shown to play an important role in controlling gene expression via cleavage to a target gene(s), many of which are members of TF families (Bartel, 2004; Kidner and Martienssen, 2005). In this study, we obtained an average of 2.7 and 3.6 million unique valid reads for 18–26 nt sequences in the IFC and CFC libraries, respectively, substantially increasing the available data on maize ovary sRNAs. Analysis of these unique sRNAs by mapping to miRBase revealed that most of the identified miRNAs were previously unannotated, suggesting that many more remain to be explored. In comparison, a total of 30 differentially expressed miRNAs were revealed, of which 20 were known and 10 were novel. These findings suggest that these known miRNAs may play a role in the completion of carpel fusion during ovary development, as further suggested by their annotations in degradome sequencing (Table 3). However, some of these newly identified miRNAs probably had a specific role in carpel fusion or had no action, as implied by the degradome analysis (Supplementary Table S9), this might due to the lower expression of these novel miRNAs and/or the function of these novel miRNAs' targets on ovary development were not fully studied.

As mentioned above, some of the identified novel miRNAs showed relatively low expression, consistent with previous observations suggesting that novel miRNAs are often expressed at lower levels than conserved miRNAs (Pantaleo et al., 2010; Liu et al., 2014). miRNAs showing low levels of expression are generally thought to have limited biological function, and therefore, their effects on the target genes would, in most cases, be weak or negligible (Hackenberg et al., 2015). However, despite this, we cannot rule out the possibility that these miRNAs participate in carpel fusion development in maize ovaries.

Degradome sequencing is a relatively powerful tool for identifying potential targets, and was used here to identify the functions of candidate miRNAs using samples from IFC and CFC ovaries. As the result, a total of 181 transcripts of 46 target genes were identified as Class I miRNAs (Supplementary Table S4). The remaining transcripts all belonged to Classes II and III, the latter of which are considered low confidence miRNA-target pairs (Karlova et al., 2013; Baksa et al., 2015). These findings were possibly due to the complex processes of transcriptional regulation, or the limitations of target identification with degradome sequencing.

### TFs targeted by differentially-expressed known miRNAs might be involved in regulation of carpel fusion

Most gynoecia require complete carpel fusion to ensure ovary formation. miRNAs are important regulators of carpel fusion during gynoecium development (Sieber et al., 2007; Larue et al., 2009). For example, a previous study showed that maize *ts4*, which encodes miR172, plays a key role in carpel fusion in pistils of tassel flowers (Chuck et al., 2007). Moreover, the TF *AP2*, one identified target of miR172, was found to be involved in carpel fusion during *Arabidopsis* gynoecium development (Ripoll et al., 2011). It was also revealed that miR156 controls the initial steps of fleshy fruit development in tomato, playing an important role in ovary and fruit development (Ferreira et al., 2014). Moreover, two targets of miR156 were found to positively regulate miR172 expression by binding their sequence to the regulatory region of miR172 (Wu et al., 2009). 

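In the small RNA libraries the miR172 family, which represses AP2 factors of the floral transition and floral organs, held 3 known miRNAs, and 2 of them had a lower log2 fold change in IFC ovaries (camera adjusted p = 0.864). The miR172 entry of Table 2, zma-miR172e, was found neither by name nor by sequence, so its change was not examined here. zma-miR172a_R+1 had an NE of 9.80 and 1.76 in the CFC and of 1.15 and 0.279 in the IFC libraries, a log2 fold change of -1.72 (standard error 0.86, adjusted p = 0.999 from limma) that was -0.74 without CFC replicate 1. zma-miR172b-5p_L+1, from the passenger arm, was higher in IFC, with a mean NE of 2.04 ± 0.850 (SD, n = 2) in CFC and 5.30 ± 0.202 (SD, n = 2) in IFC (log2 fold change 1.08, standard error 0.78). Apart from that of zma-miR172a_R+1 in CFC replicate 1, these levels are a few reads per library. Of 11 members of miR156 and miR529, which repress SPL factors, 7 were higher in IFC (camera adjusted p = 0.372), 6 of them passenger-arm sequences and 1 of the 4 others. Without CFC replicate 2 the direction turned, with 4 of 11 higher. The family sum of miR156 was an NE of 613 and 241 in the CFC and of 359 and 419 in the IFC libraries, so that the phenotypes overlapped. Of the Table 2 entries of miR156, ata-miR156b-3p_1ss6TC had a log2 fold change of 0.60, with overlapping phenotypes. The other, zma-miR156l-3p, was not matched. zma-miR156e-3p_2ss13CA21TC, which has the same means, had a log2 fold change of 2.30 with separate phenotypes (adjusted p = 0.999 from limma).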

In our study, expression of miR172 was down regulated, while that of miR156 was up regulated in IFC compared to CFC ovaries (Table 2), suggesting a similar interaction between miR172 and miR156 may exist in maize ovary as well. Overall, the degradome and qRT-PCR analyses suggest that the differentially expressed miR172 might also regulate carpel fusion during maize ovary development by targeting *AP2*.

Carpel fusion requires coordination among various functional genes. 

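At the cleavage sites of miR159 in TCP genes, which shape organ margins, the degradome signal of GRMZM2G020805 was 2542 TPB in the IFC and 2458 TPB in the CFC library (43 and 41 reads). GRMZM2G089361 had 473 TPB in IFC and 1199 TPB in CFC (8 and 20 reads), and GRMZM2G015037 had 473 TPB and 929 TPB. Among the MYB genes, GRMZM2G028054 had 709 TPB in the IFC and 580 TPB in the CFC library at its Class I site. AC217264.3_FGT005, annotated as myb domain protein 101, had 650 TPB in IFC and 240 TPB in CFC at position 916, and GRMZM2G004090 had 118 TPB and 210 TPB. The sites of the TCP genes and of GRMZM2G028054 are listed for miR319 as well as for miR159, so that their signal cannot be assigned to either family alone. With 1 library per phenotype these values carry no replicate error.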

A large proportion of the genes known to be involved in normal carpel fusion are TF genes, two of which, MYB and TCP, are known to play a key role in regulation of carpel fusion development in *Arabidopsis* (Shin et al., 2002; Koyama et al., 2007), were found to be targeted by miR159 (Table 3). Moreover, mRNA expression of both TFs was found to show an opposite trend compared to miR159 during ovary development in both IFC and CFC ovaries (Figures 3, 5), suggesting a consistent regulatory role of miR159 during ovary development in maize. miR164 and its target gene, NAC, have been described in relation to carpel marginal tissue development in *Arabidopsis* (Sieber et al., 2007). Furthermore, CUC2, a member of the NAC family, is known to be a key regulator of carpel fusion development in *Arabidopsis* (Nahar et al., 2012). In addition, miR169 and its targets, members of the NF-YA family of TFs, were previously found to exert homeotic control over the carpel identity gene *AG* in *Petunia hybrida* and *Antirrhinum majus* (Cartolano et al., 2007). Overexpression of miR169 was also found to cause changes in fruit shape and size in tomato (Teotia et al., 2015). 

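The Class I sites outside miR159 were spread over several families of transcription factors. The AP2 gene GRMZM2G076602, a target of miR172, had 1064 TPB in the IFC and 480 TPB in the CFC library (18 and 8 reads, ratio 2.22, exact conditional 95% interval 0.918 to 5.90). Of the ARF genes, GRMZM2G005284 had 177 TPB in IFC and 120 TPB in CFC. These are no more than a count of 0 allows in these libraries (177 TPB in IFC and 180 TPB in CFC). The strongest ARF site, in GRMZM2G159399, went the other way, with 52379 TPB in IFC and 66723 TPB in CFC. The GRF gene GRMZM2G129147 had 2256 TPB in the IFC and 2987 TPB in the CFC library, GRMZM2G018414 had 532 and 1529 TPB, and GRMZM2G099862 had 665 and 689 TPB. Among the NF-YA genes, GRMZM2G040349 had 207 TPB in IFC and 150 TPB in CFC, and GRMZM2G000686 had 177 and 187 TPB. The NF-YA values also lie near the level that a count of 0 allows.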

In this study, AP2, MYB and TCP, and other TF family members including NAC, ARF, GRF, and NF-YA, were identified as Class I target genes of the differentially expressed known miRNAs (Table 3). Taken together, these findings suggest that these miRNAs may play a vital role in controlling carpel fusion development.

### Differentially expressed miRNAs may control ovary development through regulation of phytohormone homeostasis

During formation and growth of the maize pistil, a period of 3 days after silking is sufficient for pollination of the maximum number of whole ear kernels (Culy et al., 1992). Thus, at this developmental stage, the pistil undergoes appropriate ovary development, with sufficient silk vitality and silk length, and develops sufficiently for fertilization (Culy et al., 1992). Therefore, understanding phytohormone levels at this stage as well as expression levels of miRNAs and their targets is important, as is determining their interaction and regulation in IFC and CFC ovary development.

In cereals, carpel fusion and gynoecium development is reportedly regulated by plant hormones (Barazesh and Mcsteen, 2008; Larsson et al., 2013; Reyes-Olalde et al., 2013; Marsch-Martínez and de Folter, 2016). Accumulating evidence suggests that miRNAs affect plant hormone signaling and hormone synthesis, In addition, sensing and transport of these hormones relies on the activity of proteins, with most genes involved in this regulatory network regulated by miRNAs (Curaba et al., 2014; Marsch-Martínez and de Folter, 2016).

Auxin, which stimulates cell differentiation, is extremely important to plant development, particularly gynoecium development (Hawkins and Liu, 2014; Sehra and Franks, 2015). Experimental evidence suggests that auxin also plays a crucial role in carpel marginal tissue development in *Arabidopsis* (Reyes-Olalde et al., 2013). In rice, ARF6 controls inflorescence development through coordinated activation of auxin biosynthesis and auxin response factors (Gao et al., 2015). ARF8 and ARF6, important signaling components in the auxin signaling pathway, are closely related TFs both targeted by miR167, and involved in carpel maturation and development in *Arabidopsis* (Nagpal et al., 2005). Our results showed no difference in IAA content when carpel fusion deficiency was first observed; however, soon after, the content became significantly higher in IFC than CFC ovaries (Figure 7). This is consistent with previous studies suggesting that a high concentration of auxin is essential for carpel fusion (Larsson et al., 2013; Sehra and Franks, 2015). Gene expression of auxin response factor (ARF), a target gene of miR160, was also higher in IFC ovaries (Table 2; Figure 3), indicating a major role in auxin homeostasis and carpel fusion. This is consistent with a previous study showing that mutation in the *ARF* gene can lead to alterations in carpel and gynoecium development, and patterning in *Arabidopsis* (Nagpal et al., 2005; Crawford and Yanofsky, 2011).

Cytokinins (CKs) are a structurally diverse species of N^6^-substituted purine derivatives that stimulate mitotic divisions, and also known to participate in carpel marginal tissue development (Reyes-Olalde et al., 2013; Marsch-Martínez and de Folter, 2016). *OsGRF4*, a target of miR396, reportedly regulates a CK dehydrogenase precursor gene and controls rice grain shape (Sun et al., 2016), while TCP14 and TCP15 TFs, which mediate CK responses, were found to cause excessive proliferation of the boundaries of the *Arabidopsis* gynoecium replum (Takei et al., 2001). Isopentenyl adenine (iPA) and zeatin riboside (ZR) are the major CK species in maize (Takei et al., 2001). Our data showed lower iPA and ZR contents in IFC ovaries except at the initial stage of incomplete carpel fusion (Figure 7), which is possibly related to the gradual increase in morphological differences between the IFC and CFC ovaries. Our data also revealed that expression of TCP, the target gene of miR159, was higher in IFC than CFC ovaries (Table 2; Figure 3), suggesting a regulatory function of miR159 in carpel fusion development.

Gibberellin (GA) is thought to play diverse roles in plant growth and development, including flowering time, with overexpression of miR156 reducing GA responses during flowering (Yu et al., 2012). The *GA3ox1* gibberellin biosynthesis gene is a direct target of INDEHISCENT (IND) TF; however, *ind* mutant plants, which have low GA levels, show abnormal carpel valve margin development in the *Arabidopsis* gynoecium (Arnaud et al., 2010). The role of brassinosteroids (BR) in gynoecia development was also recently examined. For example, *OsGRF4*, a target of miR396, was found to positively regulate BR content through direct interaction with *GSK2*, the central negative regulator of brassinosteroid signaling in rice (Che et al., 2015). The enzyme CYP85A2 is also known to participate in brassinolide biosynthesis, with the double mutant *seu cyp85A2* causing carpel fusion defects in the gynoecial apex of *Arabidopsis* (Nole-Wilson et al., 2010). Furthermore, decreased production of the plant hormone JA reportedly accounts for a subset of *arf6 arf8* mutant phenotypes, including developmental defects in carpels, (Nagpal et al., 2005). Moreover, in *Arabidopsis*, it is reported that *ARF6* and *ARF8* are directly regulated by miR167 at the post-transcription level (Wu et al., 2006). miR159 also targets genes encoding the MYB TF, which is involved in regulation of ABA (Reyes and Chua, 2007). ABA was also shown to have a positive effect on flowering initiation and a negative effect on flower development (Wang et al., 2002). Therefore, these miRNAs and their targets as well as phytohormones all together may contribute to a balanced manner during ovary formation and development, with interruption of any one of them might result in an abnormal ovary development.

In conclusion, in this study, we performed genome-wide identification of known and novel miRNAs and experimentally predicated their targets through degradome analysis. Furthermore, the changes in endogenous phytohormone contents between IFC and CFC ovaries were also examined, and the correlation with miRNAs and their targets determined. The presence of differentially expressed miRNAs during transcription regulation and phytohormone signaling processes in IFC and CFC ovaries suggests the significant roles of miRNAs in carpel fusion development. This study provides valuable information on carpel fusion development that will be beneficial in breeding programs aimed at enhanced seed vigor and quality in maize. Further genetic studies are now needed to determine the nature of these regulatory interactions.

## Materials and methods

### Plant materials

*Zea mays* (maize) inbred line Yu-A474 was planted in the farm of Henan Agricultural University, Zhengzhou city (Henan Province, China), under non-stress conditions during June-October 2014. This inbred line is a female of the maize hybrid Yudan 603, some ovaries of which show various phenotypes of incompletely fused carpels. Before silk emergence, ears were bagged to prevent pollination. To determine the timing of initial emergence of the IFC phenotype, we carried out continuous and repeated microscopic observations from the stage of floret primordium differentiation to floret organ differentiation during ear development in August 2013 (Supplementary Figure S3). Ovary samples were collected at silking, the time at which carpel wall fusion deficiency was initially observed. Briefly, ovaries were manually collected at the base using forceps after removal of the glumes, lemma and palea. To eliminate inconsistencies from sampling different parts of the ear, IFC ovaries were sampled close to the CFC ovaries, in the middle part of the same ear. All collected ovaries were immediately frozen in liquid nitrogen and stored at −80°C for RNA isolation. Two replicates from two different ear rows were collected, respectively, for the two ovary phenotypes. In total, four samples, including two biological replicates from CFC and IFC, respectively, were collected and prepared for total RNA extraction.

To confirm expression patterns of the 12 differentially expressed miRNAs and their target genes, IFC and CFC ovaries were collected on the day of silking then 1, 2, and 3 days after silking, prior to pollination. This ensured that the period of ovary formation and growth was covered as well as meeting the conditions of fertilization.

### RNA isolation, small RNA library construction and sequencing

Total RNA for sRNA sequencing, qRT-PCR and degradome analyses was extracted from IFC and CFC ovaries using Trizol reagent (Invitrogen) according to the manufacturer's instructions. Quality and purity of the total RNA was analyzed using Bioanalyzer 2100 (Agilent) and an RNA 6000 Nano LabChip Kit (Agilent). From each sample, 1 μg of total RNA was ligated to RNA-DNA chimeric oligonucleotide adaptors then converted to cDNA by RT-PCR. The resulting cDNA was amplified by PCR and gel-purified to produce sequencing libraries. Finally, sRNA sequencing (single-end, 50 bp) was performed on an Illumina Hiseq2500 (Illumina) platform according to the manufacturer's recommended protocol.

### Identification of known miRNAs

To identify known miRNAs, the following were performed. Raw reads were subjected to the Illumina pipeline filter (Solexa 0.3) then the dataset processed using ACGT101-v4.2-miR (LC Sciences, Houston, Texas, USA) to remove adapter sequences, junk reads, reads less than 15 nt, common RNA families (rRNA, tRNA, snRNA, and snoRNA), repeats and sRNA reads assigned to exon regions. The remaining small RNAs were classified by alignment to mRNA, RFam and Repbase databases then filtered.

The last remaining unique sequences, which were 18–25 nt in length, were mapped to maize precursors in miRBase 21.0 (ftp://mirbase.org/pub/mirbase/CURRENT/) using a BLAST search to identify known miRNAs and new isoforms. Length variation at the 3′ and 5′ ends and one mismatch inside the sequence were allowed in the alignment. Unique sequences mapped to mature maize miRNAs in hairpin arms were classified as known miRNAs. Unique sequences mapped to the other arm of known maize precursor hairpins, opposite the annotated mature miRNA-containing arm, or to different positions on the same arm were considered new isoforms. Remaining sequences were mapped using bowtie, an alignment tool in the proprietary pipeline script ACGT101-v4.2-miR (LC Sciences, Houston, Texas, USA), to precursors of other selected species (with the exclusion of maize) to identify known and new isoforms (one mismatch inside these sequences was allowed with a seed length of 16 nt). The identified precursors were further mapped to the maize genome using Megablast, another alignment tool in ACGT101-v4.2-miR (LC Sciences, Houston, Texas, USA), to determine their genomic locations. Only those showing a similarity rate of more than 90% were selected.

### Identification of potential novel miRNAs

After identification of known and new isoforms, remaining sequencing reads that did not match any known miRNA precursors were subjected to “ACGT101-v4.2-miR” to further determine novel miRNAs. Criteria were mainly those of Meyers and Lee (Meyers et al., 2008; Peng et al., 2013). Parameters for detailed identification of secondary structures were as follows: (1) number of nucleotides in one bulge in the stem region <13; (2) number of base pairs in the stem region of the predicted hairpin >15; (3) cutoff of free energy during the formation of secondary structures < −15 kcal/mol; (4) length of the hairpin (up and down stems + terminal loop) >49; (5) length of the hairpin loop <351 nt; (6) number of nucleotides in one bulge in a mature region <5; (7) number of biased errors in one bulge in a mature region <3; (8) number of biased bulges in a mature region <3; (9) number of mismatch errors in a mature region <5; (10) number of base pairs in a mature region of the predicted hairpin >11; and (11) percentage of mature base numbers in the stem >80%. Furthermore, unmapped sequences were BLASTed against the maize genome, and the mapped sequences containing hairpin RNA structures predicated from flank 120-nt sequences using mfold software (part of ACGT101-v4.2-miR).

### Analysis of differentially expressed miRNAs

To compare differentially expressed miRNAs between IFC and CFC, expression abundances were normalized to obtain the expression of transcripts per 1,000,000 using the following formulae:

Normalized expression (NE) = (Actual miRNA reads count/Total count of clean reads) × 1,000,000.

Before identification of differentially expressed miRNAs, we conducted reproducibility analysis of data from two replicate IFC and CFC ovaries using SCC analysis (Zhan et al., 2015). Log_2_-transformed NE values [log_2_ (NE + 1)] of the expressed miRNAs were used as input for the SCC analysis. Differential expression was analyzed using a *t*-test, based on normalized counts with a significance threshold set as a fold change of NE >1.5 and a *P*-value < 0.05 (Wang et al., 2012; Boke et al., 2014; Chang et al., 2015).

### Degradome library construction and bioinformatics analysis

Two degradome cDNA libraries were constructed from the same ovary samples used for sRNA analysis, mixing the two biological samples into one for IFC and CFC, respectively. Single-end sequencing (50 bp) was performed on an Illumina Hiseq2500 (Illumina) according to the method of German et al. (2008) with some modifications. Briefly, the extracted poly (A) RNA was ligated to a 5′ adapter containing a MmeI site at its 3′end. The ligated products were then used for cDNA production and amplified by PCR for 5 cycles. The PCR products were purified and digested with MmeI, and the resulting fragments ligated to a second double-stranded DNA oligonucleotide. The ligation products were further purified and amplified for another 10 PCR cycles, and the final product purified and subjected to high throughput sequencing.

The publicly available CleaveLand pipeline version 3.0.1 software package (Addo-Quaye et al., 2009) and Target Finder program (http://targetfinder.org/) (Kiełbasa et al., 2010) were used to detect potentially sliced targets of the known and novel miRNAs identified in sRNA sequencing. To account for inaccurate target cleavage or variations in miRNA 5′ ends, the pipeline was modified to recognize targets cleaved at the 9th, 11th, and 10th positons. All targets were classified as t-plot peaks according to 5 categories (0–4) based on the abundance of the resulting mRNA tags relative to the overall profile of the degradome reads matching the target (Addo-Quaye et al., 2008). Classification was as follows: peaks in categories 0–3, >1 read per peak; category 0, peaks representing a single maximum in a particular transcript; category 1, peaks equal to the maximum, with more than one maximum per transcript; category 2, peaks lower than the maximum but higher than the median of a transcript; and category 3, peaks with an equal or less than median number of reads. Category 4 peaks had only 1 read. The statistical significance of an observed peak-miRNA match was represented by a *P*-value < 0.05.

### Quantitative real-time RT-PCR (qRT-PCR)

Expression levels of the differentially expressed miRNAs and the predicated targets were validated by qRT-PCR analysis. Eight known miRNAs (miR159, miR160, miR164, miR166, miR169, miR172, miR393, and miR396), four newly identified miRNAs, and 12 target genes were selected for qRT-PCR validation. qRT-PCR was performed using the SYBR Green PCR Master Mix (Applied Biosystems) and an ABI PRISM_7900 Sequence Detection System (ABI, USA) following the manufacturer's instructions. To detect the level of non-cleaved mRNAs, all primers designed for the target genes spanned the miRNA cleavage site. Primer sequences of the miRNAs and their targets are listed in Supplementary Table S10. U6 RNA and *EF1a* (gene ID: GRMZM2G153541) were used as an internal reference for miRNA and their target genes, respectively. All reactions were performed in triplicate for technical and biological repetition of the IFC and CFC ovaries, respectively, and the generated real-time data analyzed using the comparative 2^−ΔΔCt^ method.

### RNA ligase-mediated 5′ race

To determine the cleavage sites of the target transcripts, we performed RNA ligase-mediated rapid-amplification of 5′ complementary DNA ends (5′-RLM-RACE) with a GeneRacer kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions with slight modifications. Briefly, total RNA from mixtures of IFC and CFC ovaries were ligated directly to a 5′ RACE RNA adapter (5′-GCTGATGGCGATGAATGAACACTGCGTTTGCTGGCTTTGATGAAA-3′) followed by reverse transcription with the GeneRacer (dT) primer. The reverse transcription product was used as template for PCR, with GeneRacer™ 5′ Primer (5′-GCTGATGGCGATGAATGAACACTG-3′), GeneRacer™ 5′ Nested Primer (5′-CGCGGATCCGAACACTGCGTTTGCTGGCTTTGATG-3′), and two gene-specific reverse primers used in each RACE (Supplementary Table S10). The RACE products were gel-purified, cloned to the pGEM-T Easy vector (Promega, Madison, WI, USA), and 10 independent clones from each reaction sequenced.

### Detection of phytohormones

Samples used for phytohormone measurement were the same as those used for qRT-PCR validation. Approximately 0.2 g of frozen samples were ground and homogenized in 2 ml of 80% methanol extraction medium (containing 40 mg l^−*l*^ butylated hydroxytoluene as an antioxidant). The extract was incubated at 4°C for 24 h then centrifuged at 4,000 revolutions per minute for 15 min at 4°C. The supernatant was passed through Chromosep C18 Sep-Pak cartridges (Waters Corp., Millford, MA, USA) then prewashed with 10 ml of 100% (v/v) methanol followed by 10 ml 80% (v/v) methanol. The eluate was dried under pure N_2_ and the extracts dissolved in 2.0 mL phosphate-buffer saline (PBS) (pH 7.5) containing 0.1% (v/v) Tween 20 and 0.1% (w/v) gelatin to examine free IAA, ZR, iPA, GA, BR, ABA, and JA via indirect competitive enzyme-linked immunosorbent assay (icELISA) according to Yang et al. (2001), Zhao et al. (2006), and Deng et al. (2008). Mouse monoclonal antigen and antibodies against free IAA, ZR, iPA, GA, BR, ABA, and JA were produced according to Weiler et al. (1981) at the Center of Crop Chemical Control, China Agricultural University, China. JA was derivatized into methyl jasmonate using JA in its free-acid form, and used for ELISA analysis. Anti-ZR antibody was used to detect ZR-type CKs, and the anti-iPA antibody was used to detect iP and iPR (iPA-type CKs). Calculation of the ELISA data was performed as described in Weiler et al. (1981). Percentage recoveries obtained using internal standards during extraction and analysis were all above 90%.

### Statistical analysis

A one-tailed *t*-test was used to compare the significance of differences in gene expression data from RT-PCR analysis. One-way ANOVA was used to compare the differences in phytohormone contents at different stages before pollination. All values are reported as means ± standard error (SE). Differences were considered significant at *P* < 0.05. To evaluate the relationship between phytohormone contents and expression levels of miRNAs and their targets, the qRT-PCR results and phytohormone levels of both the IFC and CFC ovaries were used for correlation analysis. All data analysis was performed using SPSS 19.0 (SPSS Inc., Chicago, IL, USA).

### Data access

The raw data of sRNA sequencing and degradome supporting the results of this study are available in the National Center for Biotechnology Informations (NCBI) Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/), under accession GSE80998. The following link was created to allow review of record GSE80998: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=khehakekjfmfjsd&acc=GSE80998

## Author contributions

CL participated in design of the study and wrote the manuscript. HL performed the experiments and data analysis, and wrote the draft manuscript. TP contributed to the data analysis and revised the manuscript. YW and QW participated in data analysis. JC and MZ participated in data analysis and field management. GT edited the manuscript and gave valuable advice on chart display. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Development of Incompletely Fused Carpels in Maize Ovary Revealed by miRNA, Target Gene and Phytohormone Analysis
**Source:** Front Plant Sci. 2017 Apr 3;8:463. doi: 10.3389/fpls.2017.00463
**Supplement:** Supplementary file 8

**Development of incompletely fused carpelsin maize ovary revealed by miRNA, target gene and phytohormone analysis**

Hongping Li^1+^, Ting Peng^1+^, Yufeng Wu^2^, Xiuli Hu^1^,Qun Wang^1^,Moubiao Zhang^1^, Guiliang Tang^1^, Chaohai Li^1,^*

^+^These authors contributed equally to this work.

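The libraries can also be compared across phenotypes in the same way. Over the 161 known miRNAs, Spearman rho of log2(NE + 1) was 0.861 between the libraries of CFC replicate 1 and IFC replicate 1, 0.852 between CFC replicate 1 and IFC replicate 2, and 0.906 between CFC replicate 2 and IFC replicate 1. CFC replicate 2 and IFC replicate 2 had the highest value of the 6 pairs, with a rho of 0.927 and a median difference of 0.58 on the log2 scale. In a principal component analysis of the 4 libraries, the leading component held 56.6% of the variance and set CFC replicate 1 (-0.81) apart from the others (0.00 for IFC replicate 1, 0.37 for IFC replicate 2 and 0.45 for CFC replicate 2).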

**Supplementary Figure S1**Reproducibility of small RNA sequencing data for two replicates of the IFC and CFC ovaries.Log_2_(NE+1) of the 162 miRNAs detected in at least one of the 4 sequenced samples were shown as scatter plots and were used for the Spearman correlation coefficient (SCC) analysis.The red diagonal line in each scatter plot denotes equal NE between two samples. NE, normalized expression; IFC, incompletely fused carpels; CFC, completely fused carpels.

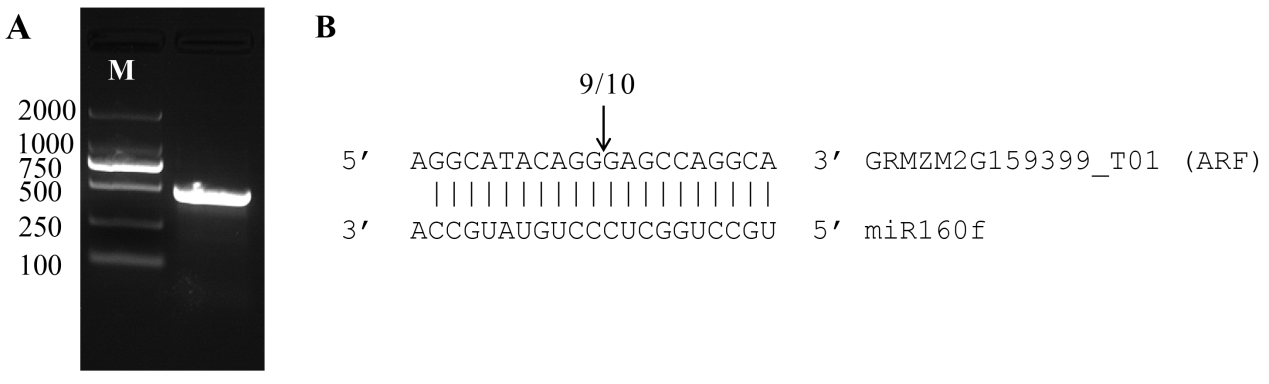

**Supplementary Figure S2** miR160f cleavage sites in GRMZM2G159399_T01 identified by RNA ligase-mediated 5’-RACE validation in IFC and CFC ovaries. The second round PCR product was showed on the ethidium bromide-stained agarose gel (A). The frequency of clones cleaved by miR160f was shown on the top of arrow (B). Watson-Crick pairing (vertical dashes) was indicated. Lane Mrepresents a DL2000 DNA ladder. ARF: auxin response factor; IFC, incompletely fused carpels; CFC, completely fused carpels.

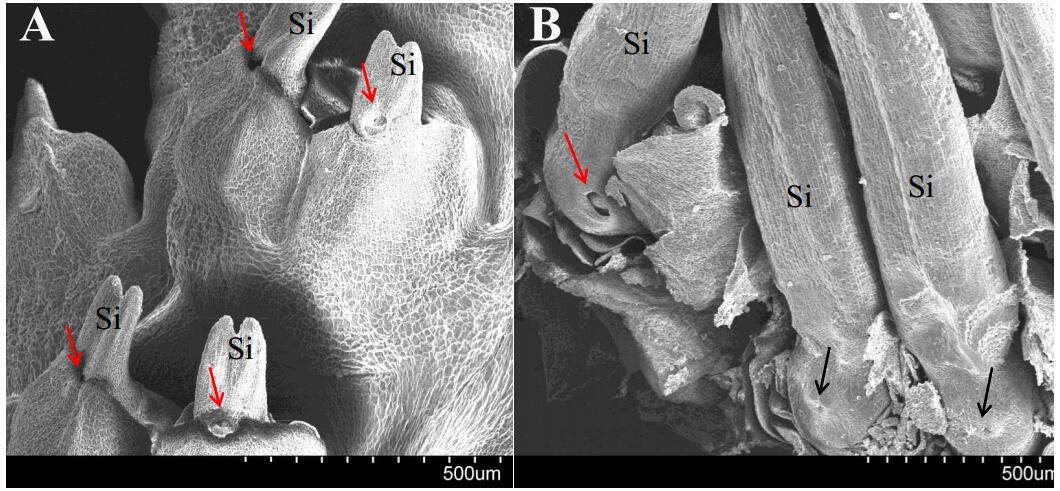

**Supplementary Figure S3** Scanning electron microscope observation of IFC ovary formation. A, carpel fusion was not yet finished during the initial stage of ovary formation, and the stylar canal was open. B, The initial observation of IFC ovary phenotype with open stylar canal, and CFC ovary had closed stylar canal. Red and dark arrows refer to compete and incomplete carpel fusion, respectively. Si, silk; IFC, incompletely fused carpels; CFC, completely fused carpels.

**Supplementary Table S1. Summary of known and predicated miRNAs**

| Groups | Total | |  | IFC | |  | CFC | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Pre-miRNA | Unique miRNA |  | Pre-miRNA | Unique miRNA |  | Pre-miRNA | Unique miRNA |
| gp1a | 155 | 186 |  | 133 | 139 |  | 140 | 150 |
| gp1b | 6 | 9 |  | 4 | 5 |  | 4 | 5 |
| gp2 | 24 | 34 |  | 21 | 26 |  | 22 | 27 |
| gp4 | 521 | 877 |  | 480 | 641 |  | 501 | 707 |

gp1a: Reads map to maizemiRNAs/pre-miRNAs in miRbase and the pre-miRNAs further map to the genome & EST.gp1b: Reads map to selected (except for maize) miRNAs/pre-miRNAs in miRbase and the pre-miRNAs further map to the genome & EST.gp2: Reads map to miRNAs/pre-miRNAs in miRbase. The mapped pre-miRNAs do not map to the genome, but the reads (and of course the miRNAs of the pre-miRNAs) map to genome. The extended genome sequences from the genome loci may form hairpins.gp4: Reads do not map to pre-miRNAs in miRbase. But the reads map to genome & the extended genome sequences from genome may form hairpins.IFC, incompletely fused carpels;CFC, completely fused carpels.

**Supplementary Table S3 Summary of the degradome sequencing data inIFC and CFCovaries.**

| **Items** | **IFC** | | **CFC** | |
| --- | --- | --- | --- | --- |
| Raw reads | 16,915,044 |  | 16,680,835 |  |
| Reads < 15nt after removing 3 adaptor | 77,041 | (0.46%) | 76,318 | (0.46%) |
| Mappable reads | 16,838,003 | (99.54%) | 16,604,517 | (99.54%) |
| Unique raw reads | 6,061,835 |  | 6,257,951 |  |
| Unique reads < 15nt after removing 3 adaptor | 32,531 | (0.54%) | 33,367 | (0.53%) |
| Unique mappable reads | 6,029,304 | (99.46%) | 6,224,584 | (99.47%) |
| Transcript mapped reads | 12,835,530 | (75.88%) | 12,632,354 | (75.73%) |
| Unique transcript mapped reads | 4,843,581 | (79.90%) | 4,998,585 | (79.88%) |
| Number of input Transcript | 88,760 |  | 88,760 |  |
| Number of coverd transcript | 65,348 | (73.62%) | 65,533 | (73.83%) |
| IFC, incompletely fused carpels; CFC, completely fused carpels. | | |  |  |

**Supplementary Table S7 Summary of the differentially expressed novel miRNAs**

| miR_name | miR_seq | p_value | IFC (NE) | CFC (NE) | up/down |
| --- | --- | --- | --- | --- | --- |
| PC-5p-9534_356 | GAGTGATAGTCGTAGAGTAGCGTC | 0.000 | 86.58 | 201.42 | down |
| PC-3p-148558_19 | GTTTGTGGAATGGAATGAGTTGAT | 0.002 | 14.38 | 25.57 | down |
| PC-3p-41087_72 | CTTGAAAATCCGGAGGACC | 0.046 | 10.68 | 22.83 | down |
| PC-5p-189225_15 | AGGGGATTGAGGGGGCTATAATCC | 0.027 | 4.67 | 8.46 | down |
| PC-5p-3154_912 | AATTTCCCCCTCAATCCCCTCCAA | 0.000 | 964.40 | 549.40 | up |
| PC-5p-28564_110 | AAGGGCTGATTTGGTGACCCGGGA | 0.001 | 34.64 | 15.45 | up |
| PC-5p-15244_222 | AGACTTGCCCACTCAAATTTTCGC | 0.000 | 526.61 | 329.98 | up |
| PC-3p-57952_49 | ATCCCCTCCGGGATTGGTGTAACC | 0.002 | 30.49 | 13.14 | up |
| PC-3p-49411_59 | ATCCCCTCCGATCCTCCCGGGATC | 0.000 | 118.62 | 76.59 | up |
| PC-3p-1834_1333 | CCGTGGCTCCTGCTCCTGATG | 0.000 | 184.84 | 70.88 | up |

IFC, incompletely fused carpels; CFC, completely fused carpels; PC, predicted candidate; NE, normalized expression.

**Supplementary Figure S3Stem-loop structures of 8 selected novel miRNAs in maize ovary.**

**Supplementary Table S2 Summary of the 162 identified known miRNAs expressed in at least one of the 4 sequenced samples.** Expression values are presented as normalized data. 

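The table gives for each known miRNA its sequence, its length and its NE in each of the 4 libraries, in RPM. Names follow the closest miRBase entry with a suffix for the difference from it, where L and R stand for bases added to or missing from the left and right end and ss for a substitution. Entries with the prefix zma are maize miRNAs, and those with the prefix osa, ata, gma or bdi were found through precursors of rice, goatgrass, soybean or Brachypodium. All 161 sequences analysed here are distinct, yet they differ within a family by few bases, and some low NE values are fractions of the value of 1 read, apparently from reads shared between entries.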

Biological replicates are indicated as -1 and -2. (Excel file)

**Supplementary Table S4 miRNA target prediction results from maize IFC and CFCdegradome libraries.** TF, transcription factor; CFC, completely fused carpels; IFC, incompletely fused carpels; TPB, tags per billion. (Excel file)

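The table holds, for each pair of a miRNA of Table 2 and a transcript, the position of the cleavage, the TPB, the peak category and the p-value in the IFC and the CFC library, the alignment score and the class. A category 0 peak is the highest on its transcript and has more than 1 tag, a category 1 peak shares the highest level, a category 2 peak lies above the median of the transcript, a category 3 peak lies at or below it, and category 4 has a single tag. The p-value takes account of the alignment score and of how often peaks of that category occur on the transcripts, so that sites of the same miRNA can carry the same p-value, as the category 0 sites of zma-miR396a-5p do within a library.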

**Supplementary Table S5 Target prediction results of the differentially expressed known miRNAs between maize IFC and CFCdegradome libraries.** TF, transcripton factor; CFC, completely fused carpels; IFC, incompletely fused carpels; TPB, tags per billion. (Excel file)

**Supplementary Table S6 Summary of the identified novelmiRNAsexpressed in at least one of the 4 sequenced samples.** Expression values are presented as normalized data. 

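The candidate miRNAs of this table are sequences from predicted hairpins and new isoforms, and their values are the paper's NE per library. The test on them was computed here in a limma fit of the candidates together with the known miRNAs, apart from the fit behind the values of the known miRNAs, with adjustment over the 53 sequences listed. Their levels reach those of the known miRNAs. PC-5p-3154_912 had a mean NE of 549 ± 38.8 (SD, n = 2) in CFC and 964 ± 254 (SD, n = 2) in IFC ovaries, and PC-3p-1834_1333 had 70.9 ± 60.7 and 185 ± 97.8 (log2 fold change 1.58, standard error 0.85, adjusted p = 0.997 from limma), with a log2 fold change of 0.59 without CFC replicate 1. PC-5p-9534_356 was the lower in IFC, with 201 ± 66.8 in CFC and 86.6 ± 57.3 in IFC (log2 fold change -1.34, standard error 0.79, and -0.62 without IFC replicate 2). Of the 53, 25 were higher and 28 lower in IFC, 0 passed limma's test and 0 had an unadjusted p under 0.05. Without CFC replicate 2, 5 had an unadjusted p under 0.05 and the smallest adjusted p was 0.497. The fold and level criteria of the paper without a p-value were met by 20 candidates, 9 higher and 11 lower in IFC. Without IFC replicate 1 they were met by 31, with 9 higher and 22 lower, and without CFC replicate 1 by 25, with 16 higher and 9 lower.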

Biological replicates are indicated as -1 and -2. (Excel file)

**Supplementary Table S8 Target prediction results of the novel miRNAs from maize IFC and CFCdegradome libraries.** TF, transcripton factor; CFC, completely fused carpels; IFC, incompletely fused carpels; TPB, tags per billion. (Excel file)

**Supplementary Table S9 Target prediction results of the differentially expressed known miRNAs between maize IFC and CFCdegradome libraries.** TF, transcripton factor; CFC, completely fused carpels; IFC, incompletely fused carpels; TPB, tags per billion. (Excel file)

**Supplementary Table S10 Primer sequences of miRNAs and their targets used in qRT-PCR analysis.**(Excel file)

# Supplementary material for: Development of Incompletely Fused Carpels in Maize Ovary Revealed by miRNA, Target Gene and Phytohormone Analysis
**Source:** Front Plant Sci. 2017 Apr 3;8:463. doi: 10.3389/fpls.2017.00463
**Supplement:** Supplementary file 9

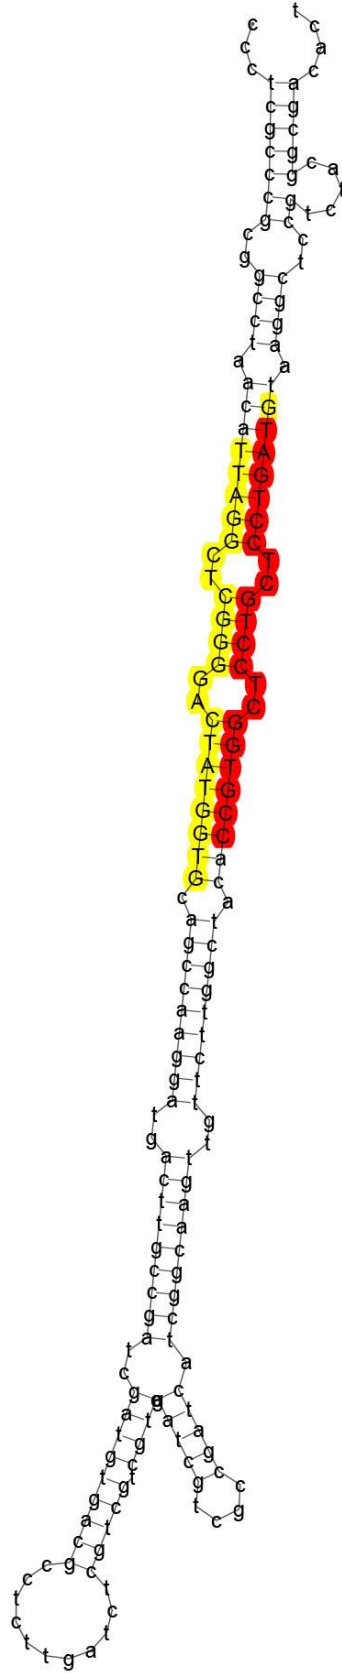

Secondary structure for PC-5p-2060\_1226 (yellow) and PC-3p-1834\_1333 (red)

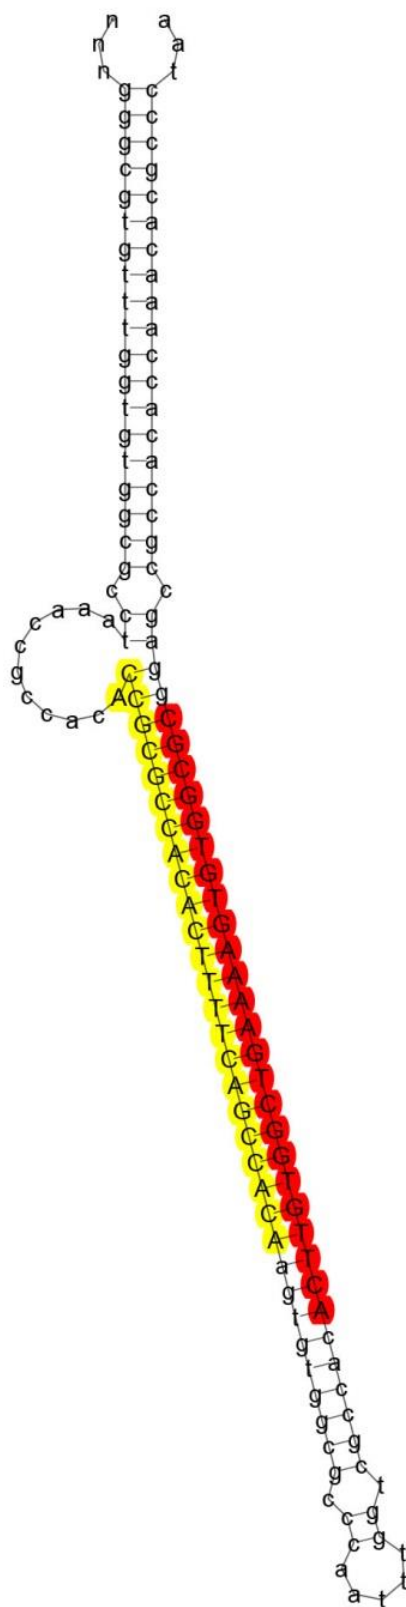

Secondary structure for PC-5p-95888\_29 (yellow) and PC-3p-27812\_113 (red)

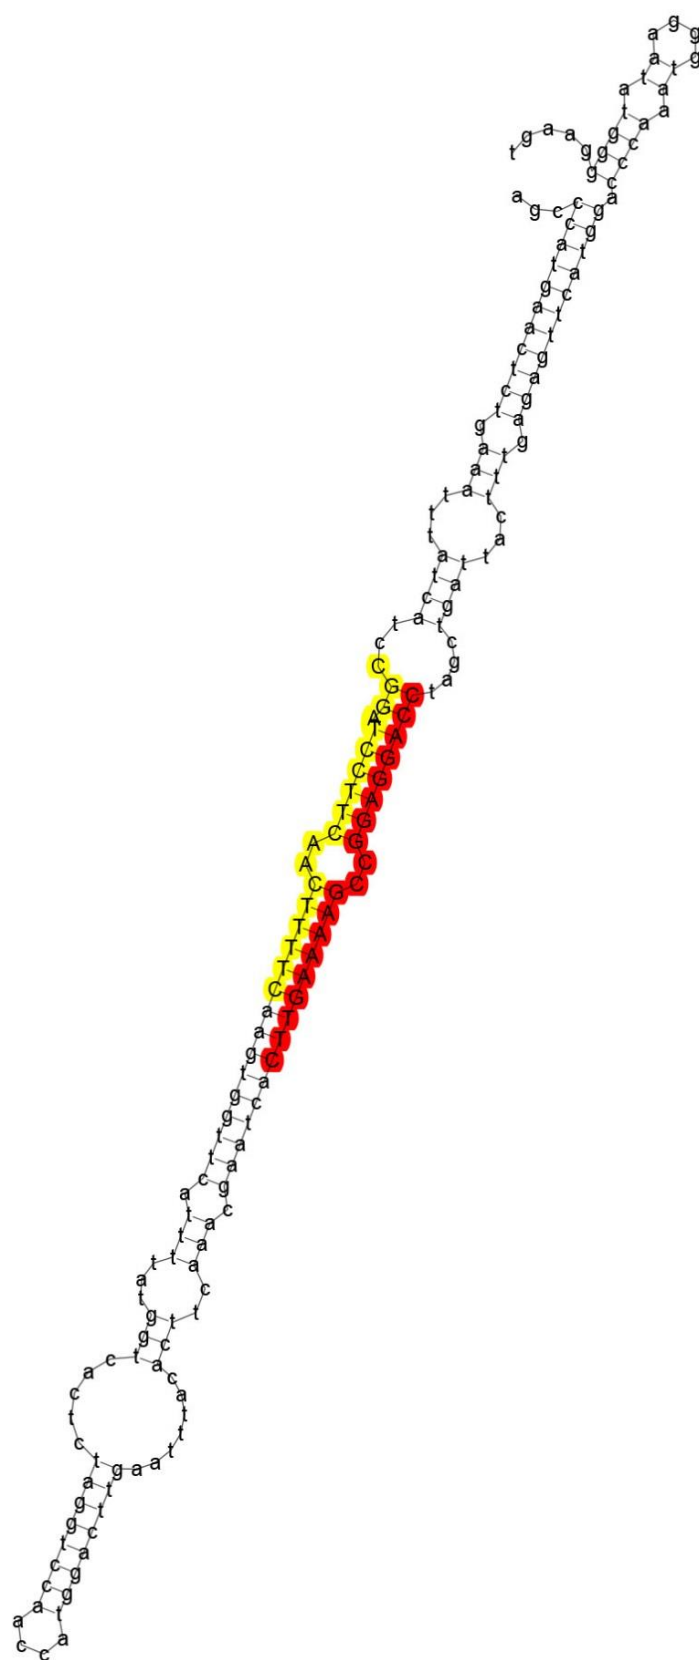

Secondary structure for PC-5p-3524575\_1 (yellow) and PC-3p-41087\_72 (red)

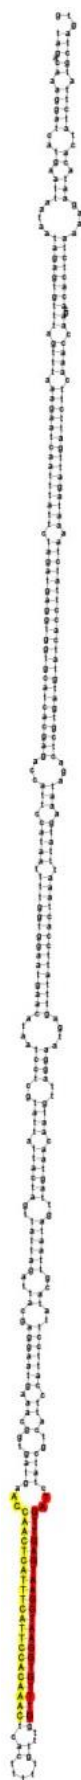

Secondary structure for PC-5p-5735457\_1 (yellow) and PC-3p-148558\_19 (red)

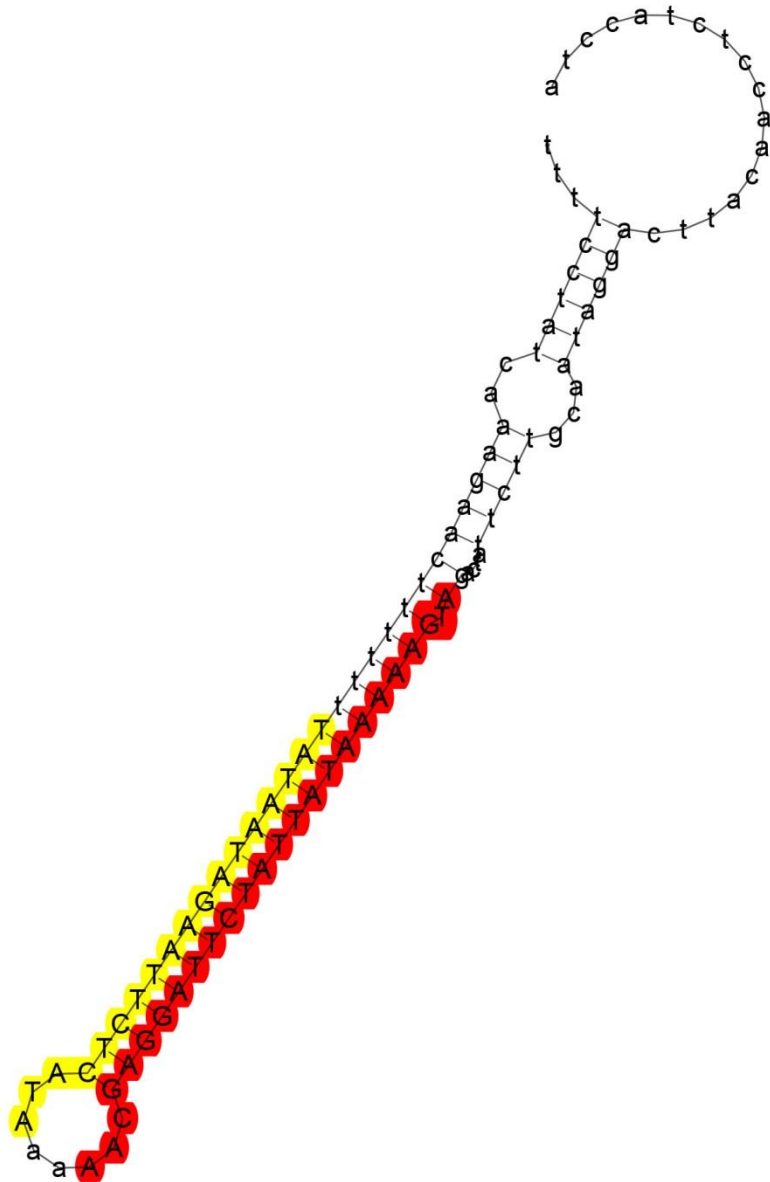

Secondary structure for PC-5p-1789121\_2 (yellow) and PC-3p-274565\_11 (red)

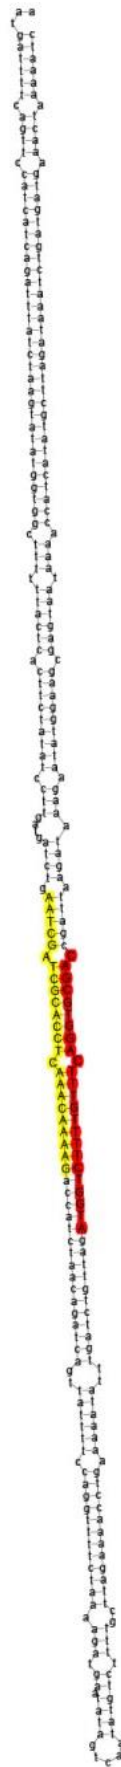

Secondary structure for PC-5p-48559\_60 (yellow) and PC-3p-52873\_55 (red)

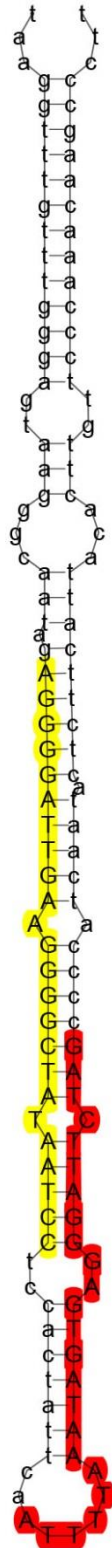

Secondary structure for PC-5p-189225\_15 (yellow) and PC-3p-5948884\_1 (red)

How the deposited data were processed for this re-analysis (not part of the article)

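Small RNA and degradome libraries of maize ovaries at 0 days after silking were analysed, from completely fused carpel (CFC) and incompletely fused carpel (IFC) ovaries. There were 4 small RNA libraries, 2 biological replicates of each phenotype, and 2 degradome libraries, each a mix of the 2 biological samples of its phenotype. Samples were grouped by the sample labels, whose wild-type ovaries are the CFC ovaries of the paper. The quantitative PCR and hormone measurements of the paper, the targets of the candidate miRNAs and Table 2 entries found neither by name nor by sequence were not analysed here.

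For the small RNA libraries, the authors removed adapters, junk reads, structural RNAs, repeats and reads assigned to exons, mapped the rest to miRBase precursors with ACGT101-miR, and deposited normalized expression (NE) in RPM, the reads of a miRNA over the total of clean reads of its library. Low NE values in the deposited table are multiples or fractions of a smallest step, which, taken as 1 read, sets the depth. On that reading the step corresponds to 1394657 and 1138014 reads in the CFC and 873087 and 1194843 reads in the IFC libraries. For the degradome, the authors ran CleaveLand and deposited for each miRNA and transcript the signal at the site as TPB, the tags at the site scaled to the raw reads of the library. They also deposited a p-value from CleaveLand for each site and library, left empty where no tag was found, and kept sites with a p-value above 0.05. The alignment score deposited by the authors, a sum of mismatch penalties, was used as a description only. The NE of the 53 candidate miRNAs comes from a supplementary table of the paper. The genome and transcript builds are not given in the sources used here.

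From these values, log2(NE + 1) of the known miRNAs with an NE above 1 in at least 1 library was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), IFC against CFC, two-sided, without a block. The candidates were tested in a further fit of 198 miRNAs, the candidates together with these known miRNAs, with its own prior. Calls were made at an adjusted p under 0.05, Benjamini-Hochberg over the 145 known miRNAs and over the 53 candidates separately. In the fit of the known miRNAs the moderated variance had 13.7 prior and 2 residual degrees of freedom. Lists of miRNAs were tested with camera from limma, with a preset correlation of 0.01 and with an estimated one, and with fry, adjusted over the 14 lists. The lists were the miRNAs that target SPL (miR156, miR529), MYB and TCP (miR159, miR319), NAC (miR164), HD-ZIP III (miR165, miR166), NF-YA (miR169), GRAS (miR170, miR171), AP2 (miR172) and GRF genes (miR396), those of auxin signalling, the miRNA pathway, nutrients and copper, anther phasiRNA triggers as markers of another floral tissue, passenger-arm sequences by the arm in the name, and the miRNAs of Table 2. The lists hold both arms of a family, those of miR2118 and miR2275 are not sorted by arm, and the counts by arm were made after seeing the data. The last list was chosen by the study on these libraries. Shares have Wilson 95% intervals. Correlations between libraries are Spearman rho and Pearson r across miRNAs. The relation across miRNA families used 100000 permutations, and matched lists were drawn 10000 times. Other values were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. The fit was tested on 100 simulated sets of 145 miRNAs, in which 5.50% of unchanged miRNAs had an unadjusted p under 0.05. Levels were kept above the floor, and noise was independent with the same spread in every library. The hand-written TMM factors are less reliable on these values: with the NE of 1 library multiplied by 1.5, they returned 1.31 to 1.50 where median-of-ratios factors returned 1.5, and an earlier test of them on the NE values had failed and was replaced by simulated libraries.

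Degradome classes follow the paper's definition, with the better class of the 2 libraries. A gene was counted as a transcription factor by the family column or by words of its annotation. Ratios of TPB between the 2 libraries have exact conditional intervals where both signals are whole reads, and these cover counting error only.

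The miRNAs and genes named in the text follow a rule: every miRNA of Table 2 and Supplementary Table S7 and their targets in the paper's tables, whose values there had been seen; outside these, the 10 known miRNAs with the smallest limma p among those whose 2 IFC values both lie above or both below the 2 CFC values; the 5 known miRNAs with the highest mean NE; and the 5 degradome sites with the highest TPB. The design, the lists, this rule and the alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.5 and 5, no filter and a filter at an NE of 5, scaling by median-of-ratios and TMM factors written out by hand, a robust fit with a trend, counting equal sequences once, the replicate number as a block, leaving out each replicate, other thresholds and libraries for Class I, and other weights and filters for the shares. The paper's own combination of fold, level and one-tailed criteria was added after seeing the data.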

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

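The test in this part was chosen only after the result was seen. Table 3 of the paper holds only targets of the Table 2 miRNAs, none of which is a miR319 entry. Targets of miR319 alone are therefore absent from it by its scope. A strong cleavage signal outside it lies in GRMZM2G412073_T01, which the authors' values for all known miRNAs give as a target of 3 miR319 names, at position 242. Its signal was 7213 TPB in the IFC and 7913 TPB in the CFC library (122 and 132 reads, ratio 0.911, exact conditional 95% interval 0.707 to 1.17), which puts it among the 5 strongest sites and above the 177 and 180 TPB that a count of 0 allows in these libraries. No control library without miRNA cleavage was made. A signal of 1 library alone would lack a category 0 peak or stay below 3 reads in the other library, and the tables argue against it, since both libraries have a category 0 peak and the lower of the TPB values was 7213. Whether tags shared with related genes add to the signal stays open, and no biological explanation was tested, as the interval of the ratio holds 1.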

How the results depend on the processing

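Among these alternatives, the fold, level and one-tailed criteria of the paper applied to each miRNA were chosen only after the data were seen. By limma, 0 known and 0 candidate miRNAs were called under every pseudocount, filter, scaling, trend, sequence and leave-one-out alternative run, with a smallest adjusted p of 0.262 for known and 0.497 for candidate miRNAs. The count of known miRNAs at an unadjusted p under 0.05 ranged from 0 without IFC replicate 2 to 24 without CFC replicate 2. Leaving out a replicate leaves 1 library, which is assumed to vary like the other phenotype. Neither edgeR nor DESeq2 was run, since whole reads were not recovered for a large part of the NE values. Under the criteria of the paper added later, 4 known miRNAs (2 of them in Table 2, zma-miR390a-5p and zma-miR827-5p_L+1, besides zma-miR172b-5p_L+1 and ata-miR319-5p_R-2_1ss10TC) and 1 candidate (PC-5p-335255_9) passed, without adjustment for the number of miRNAs.

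With the replicate number as a block, 0 known and 0 candidate miRNAs were called, 3 and 1 had an unadjusted p under 0.05, and the smallest adjusted p of the known miRNAs was 0.573. The methods place IFC and CFC ovaries side by side on an ear and the replicates in different ear rows. They do not say that equal numbers mark the same row. The differences between replicates of both phenotypes had a Pearson r of 0.254 across miRNAs, which goes with pairing but does not establish it.

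Of 42 named miRNAs, 9 turned direction when a replicate was left out and 0 under any other alternative; the cause was not tested. Over the replicates left out, the log2 fold change ranged from -1.02 to 2.22 for ata-miR156b-3p_1ss6TC (-0.49 without CFC replicate 1), from -1.64 to 0.28 for zma-miR159c-3p_L-1R-1, from -1.26 to 0.19 for zma-miR160a-5p, from -2.81 to 0.69 for zma-miR169p-5p, from -1.13 to 0.19 for gma-miR171m_1ss21AC, from -2.68 to 0.36 for zma-miR393a-5p_R-1, from -2.15 to 2.57 for zma-miR399c-5p (-1.02 without IFC replicate 2), from -0.40 to 0.42 for zma-miR319a-3p_R+1 (-0.17 without CFC replicate 2) and from -1.15 to 1.24 for zma-miR396c_L-1 (-0.20 without IFC replicate 2).

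With all libraries and the preset correlation, camera also called the Table 2 list with log2(NE + 5) (adjusted p = 0.00566) and with the robust trend (0.0293), and the auxin list with the filter at an NE of 5 (0.0148). With an estimated correlation, which can hardly call a list with so few libraries, the values were 0.639, 0.825 and 0.826. With a replicate left out, 0 to 4 miRNA lists were called by camera with the preset correlation where 2 were called with all libraries, 42 to 65 known and 23 to 31 candidate miRNAs passed the fold and level criteria, and the causes were not tested. Stricter criteria by construction lowered counts: 91 known miRNAs had an NE above 1 in all 4 libraries; 22 known miRNAs passed the fold criterion with an NE above 5 in both libraries of a phenotype, and 14 known and 12 candidate miRNAs with both libraries of a phenotype above both of the other; a p-value threshold of 0.01 left 17 Class I genes, 7 of them targets of Table 2 miRNAs; and 14 of the 23 Class I genes of Table 2 miRNAs were in Class I in both libraries. Weighted by NE, which counts abundant miRNAs more, 21-nt miRNAs were 89.5% and the bases U, G, A and C 84.3%, 7.54%, 1.87% and 6.24%. Pearson r in place of Spearman rho was 0.953 for IFC and 0.904 for CFC replicates, and transcription factors were 95.7% of Class I targets; the cause was not tested. Depth limits the miRNAs at a few reads, since 1 read is an NE of 1.15 in IFC replicate 1.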

Differences from the paper's values

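The fold, level and one-tailed criteria applied to each miRNA were chosen only after the values were seen. The paper's count of differentially expressed known miRNAs is 20, with 15 down and 5 up in IFC, and the count here is 0, with 0 down and 0 up, by limma at an adjusted p under 0.05. The paper's count of differentially expressed candidates is 10 and the count here is 0. The paper used an unadjusted threshold with a fold and a level criterion, which differs from the test here. Its quantitative PCR, which it reports as going with the sequencing, is not part of this comparison. All alternatives set before the data were examined (pseudocounts, filters, scaling, trend, block, equal sequences and each replicate left out) still differ from these values. The paper's combined criteria, chosen after seeing the values, were applied with a t-test of the NE values of each miRNA. They gave 4 known miRNAs, 2 higher and 2 lower in IFC, and 1 candidate, which still differs. They keep 2 of the 17 Table 2 miRNAs matched here, zma-miR390a-5p and zma-miR827-5p_L+1, and 0 of the paper's 10 candidates. The one-tailed p of this t-test was under 0.05 for 3 of the 17 (0.199 for zma-miR159a-3p), where Table 2 prints values under 0.05 for all its entries. The paper's p-values were therefore not reproduced, and these counts are not the outcome of its own test. The fold and level criteria without a test are met by 16 of these 17.

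The paper's correlations between replicates are 0.95 for IFC and 0.90 for CFC ovaries, and the Spearman rho here is 0.908 and 0.846. With Pearson r, set before the data were examined, the values are 0.953 and 0.904 and no longer differ, while log2(NE + 5) and the filter at an NE of 5 still differ. The paper names the Spearman coefficient.

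The paper's count of target transcripts of known miRNAs is 471 and the count of distinct transcripts here is 195, for which no alternative was set; the count of pairs of a miRNA and a transcript is 471. The paper's count of Class I genes is 46 and the count here is 36, with 17 to 31 under the alternatives, none of which reaches it. The paper's count of Class I transcripts is 181 and the count here is 61. Class I by both libraries, by either library alone or at a p-value of 0.01 still differs in transcripts, while pairs in Class I in both libraries number 181. The paper's count of Class I target genes of the Table 2 miRNAs is 20, in 39 transcripts, and equals the 20 genes and 39 transcripts by the IFC library alone, an alternative set before, where the better class of the 2 libraries gives 23 and 42. The share of transcription factors among the target genes of these miRNAs, 60% in the paper, is reached with the family column alone. Counts and shares that lie within 1.5 times the paper's value are not all listed in this part. Among those not listed are the known miRNAs with an NE above 1 in at least 1 library, 145 of 161 here, and the share that starts with uridine, 49.7% here. Both are lower than in the paper.

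The paper's valid reads average 6049566 per IFC and 7085972 per CFC library, and the totals that the NE steps imply average 1033965 and 1266336; no alternative was set for these. The paper gives NE as reads over the total of clean reads, and does not give that total.

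For zma-miR159c-3p_L-1R-1 the paper's mean NE in IFC is 928.11 and the mean here is 471. Both scalings and both IFC replicates left out in turn still differ. Table 2 has this miRNA up in IFC, and here its mean NE is lower in IFC, as is that of zma-miR159a-3p, which Table 2 has down. For osa-miR164d_R+1_1ss21TA the paper's mean NE in CFC is 5.16 and the mean here is 1.16, with no alternative closer than 1.43 (without CFC replicate 2). For PC-5p-189225_15 the paper's mean NE in IFC is 4.67 and the mean here is 8.46; without IFC replicate 2 it is 6.87, within 1.5 times the paper's value though not equal to it, while both scalings and IFC replicate 1 left out lie further away. For the miR159 site at position 1704 of GRMZM2G028054_T01 the paper's signal in IFC is 117 TPB and the value here is 177 TPB, with no alternative set. Of the 88 TPB values of Table 3, 87 equal the values here within 1 TPB; in 1 of its 44 lines more than 1 site of the class could be meant and the nearest was taken. Of 88 categories, 79 are equal, 7 stand as a category where no tag is listed, and 2, for GRMZM2G000039, are not equal.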

Other observations

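In this part, the tests on a single scaling factor, passenger-arm sequences, shared replicate numbers, exchanged labels and exchanged table values were chosen only after the result was seen, as was the bound on the range over classes for length and GC content.

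Of the known miRNAs named outside Table 2 because their libraries separate by phenotype, those described here are rare. zma-miR393a-3p_L-1, from the passenger arm of an auxin receptor regulator and with the same means as an entry of Table 2 under another name, had a mean NE of 6.31 ± 8.31 (SD, n = 2) in CFC and 0.209 ± 0.296 (SD, n = 2) in IFC ovaries, and osa-miR396e-5p_L+1 had 2.59 ± 2.42 and 0.418 ± 0.592. zma-miR171m-5p_L-2R+3 was at 0.717 ± 1.01 in CFC and 3.39 ± 0.0625 in IFC. zma-miR2275b-5p, in the list of anther phasiRNA triggers by its family though from the arm opposite the trigger, zma-miR393b-3p_L-1, zma-miR396f-3p_2ss2GT7GT and bdi-miR827-5p_L+2_2ss13TG19CT were listed at 0 in both IFC libraries, with mean NE of 1.24 for the former and 1.16 for each of the others in CFC, below the NE of 3 reads. None passed limma's test (adjusted p = 0.999 for each). Of the 10 candidates of Supplementary Table S7, which the study chose on these libraries, 7 had separate libraries, where chance gives 33.3%. Besides those described with that table, both IFC libraries lay above both CFC libraries for PC-5p-28564_110 (15.4 ± 11.7 in CFC, 34.6 ± 9.33 in IFC), PC-3p-57952_49 (13.1 ± 6.77 and 30.5 ± 10.7) and PC-3p-49411_59 (76.6 ± 19.5 and 119 ± 16.3), and below them for PC-3p-148558_19 (25.6 ± 1.36 and 14.4 ± 12.1; SD, n = 2 each).

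In the degradome, families differed in how their sites were balanced between the libraries. All 9 miR166 sites with signal in both libraries were lower in the IFC library, by a log2 ratio of -0.38 in GRMZM2G038198_T01 (5819 TPB in IFC and 7554 TPB in CFC) and -0.34 in AC187157.4_FGT005, while the other sites lay below the TPB of 1 read in IFC, with the same shared values. Lower in IFC were also 10 of 11 miR171 sites, in 6 genes (median log2 ratio -1.02). So were 25 of 27 miR396 sites, in 10 genes (-0.10). For miR159, 12 of 18 sites in 8 genes were lower (-0.02), and the single miR172 site was higher (1.15). The miR171 median equals the ratio at GRMZM2G000039, which lay below 1 read in both libraries (19.7 TPB in IFC, 40.0 TPB in CFC). That of miR159 is the ratio of equal reads, as a tag is worth 59.1 TPB in IFC and 59.9 TPB in CFC. Over all families 105 of 134 sites were lower, 65 of them by over 10%. Sites of related genes, and of transcripts of the same gene, share tags, and a pooled library has no replicate. Over 70 genes, each by its largest site, 52 were lower in the IFC library (median log2 ratio -0.29), with no margin, so that equal reads count as lower. Across 17 miRNA families, the only relation of this kind computed, the median log2 ratio of the degradome signal was not related to the median log2 fold change of the family's miRNAs (Spearman rho -0.02, permutation p = 0.930; Pearson r -0.04, permutation p = 0.879; r -0.25, permutation p = 0.376, without the 2 families farthest from the median fold change). With Class I sites only rho was -0.33 (permutation p = 0.273), and with the most abundant member of each family 0.30 (permutation p = 0.236). Over 337 pairs of a miRNA and a site, which share sites and are not independent, rho was -0.07 (permutation p = 0.202) and Pearson r -0.13 (permutation p = 0.0173). Families are not independent replicates either, and the median log2 ratio of miR166 rests on sites below 1 read. The median fold changes mix both arms of a family, and those of miR166, miR167 and miR172 are values of passenger-arm sequences. The relation across families therefore does not isolate the arm that guides cleavage.

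CFC replicate 1 stands apart from the other 3 small RNA libraries, with a standard deviation over miRNAs of 1.21 from the mean of the others on the log2 scale, against 0.780 to 0.872 for the others. The tables argue against shallower sequencing (the standard deviation between the CFC replicates was 1.85 times that between the IFC replicates among miRNAs with a mean NE above 50), a single scaling factor (which moves all miRNAs alike, while passenger-arm sequences had a median deviation of -0.28 at percentile 0.57 of random lists matched on NE), GC content (Spearman rho -0.091, range over classes 0.41), an exchange of labels with an IFC library (which leaves the distances between libraries as they are and needs an IFC pair as far apart as the CFC pair, against standard deviations of 0.974 and 1.42) and a few abundant miRNAs (60.8% of the NE in the 5 most abundant, within the 59.1% to 61.6% of the others). They also argue against the lower share of passenger-arm sequences as the whole cause, since the standard deviation stayed at 1.15 with the medians of passenger-arm and other sequences taken out (0.766 to 0.866 in the others), and IFC replicate 2 went further the other way (medians 0.74 and -0.12). Length selection stays open, since the bound on rho written beforehand (rho -0.063) was wrong for medians that rise and fall with length (-0.37 at 20 nt, 0.23 at 21 nt, -0.75 at 24 nt), a decision taken after the result was seen. A shared ear row or batch (Pearson r 0.254 between the replicate differences) cannot be told apart from a biological difference between the ears sampled, which was not tested, with 2 libraries in each group. An exchange of labels with an IFC library is not decided either. It leaves the distances between libraries as they are and needs an IFC pair as far apart as the CFC pair. The standard deviation was 0.974 between the IFC and 1.42 between the CFC replicates, but with a single pair per phenotype the spread of such distances is unknown. Mean r within groups was 0.944 after an exchange with IFC replicate 2 and 0.922 as labelled. The paper reports that quantitative PCR on the same samples, not analysed here, went with the sequencing as labelled.

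Of 27 entries of Table 2 and Supplementary Table S7 compared, 24 have the mean NE of the libraries as printed. Of the others, 2 (zma-miR159c-3p_L-1R-1 and PC-5p-189225_15) match to the decimals printed once the IFC and CFC values are exchanged, so that an exchange of columns in these entries is a candidate explanation, and 1 (osa-miR164d_R+1_1ss21TA) matches neither way. No biological explanation applies to a printed value.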
